# The reprogramming impact of SMAC-mimetic on glioblastoma stem cells and the immune tumor microenvironment evolution

**DOI:** 10.1186/s13046-025-03452-1

**Published:** 2025-07-04

**Authors:** Qiong Wu, Jianan Chen, Anders E. Berglund, Dongliang Du, Robert J. Macaulay, Arnold B. Etame

## Abstract

**Background:**

Intrinsically resistant glioma stem cells (GSCs) in the setting of a highly immunosuppressive tumor microenvironment (TME) remain the most predominant phenomenon leading to unfavorable therapeutic outcomes in glioblastoma (GBM). Hence there is an unmet need for novel anti-GBM therapeutic paradigms that can effectively target GSCs while simultaneously reprogramming the TME.

**Methods:**

In this study, we leverage evidence from SMAC mimetic screening to evaluate and characterize the anti-tumor and immune TME modulating impacts of the lead SMAC mimetic Xevinapant at the single cell level in GBM. We utilized viability assays and orthotopic human and murine GBM models to assess the survival impacts of Xevinapant on GSCs in vitro and in vivo. Moreover, we employed single-cell RNA sequencing (scRNA-seq) to investigate the modulation impact of Xevinapant on GBM TME. Lastly, we investigated drug combination synergies to address potential mechanisms of tolerance or resistance to Xevinapant.

**Results:**

According to our observations, in vitro exposure to Xevinapant induced apoptosis along with significant viability reduction in a dose-dependent manner, in both human and mouse GSCs. Moreover, Xevinapant treatment produced robust anti-tumor effects in vivo and significantly prolonged animal overall survival. Based on single-cell RNA seq analysis, Xevinapant did not only enhance GSCs apoptosis but also activated antitumor effector immune response leading to favorable reprogramming of immunosuppressive TME. Furthermore, we established and queried Xevinapant therapeutic signatures to the LINCS database in an effort to identify small molecules that could reverse treatment-induced tolerance to Xevinapant. We have identified a novel set of candidate small molecules with robust synergy when combined with Xevinapant.

**Conclusions:**

In summary, Xevinapant exhibits robust anti-tumor activity on GSCs and favorable immune modulation of the TME in GBM, hence providing a rationale for further clinical investigation in GBM.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03452-1.

**Table:** 

Text box 1. Contributions to the literature
• Glioblastoma remains one of the deadliest cancers with limited effective treatments, partly due to therapy-resistant stem-like cells and an immunosuppressive tumor environment. This study advances the field by demonstrating how a targeted drug, Xevinapant, can address both issues simultaneously
• This study adds novel insights into how reprogramming the tumor immune landscape can enhance treatment impact.
• The use of single-cell analysis provides high-resolution evidence for drug effects often missed in traditional studies.
• These findings support new therapeutic strategies that combine targeted and immune-based treatments in hard-to-treat cancers.

## Introduction

Glioblastoma (GBM) is the most common malignant primary brain tumor. It is highly resistant, brain-invasive, and uniformly fatal with a median survival of 14 months despite current aggressive multimodal therapeutic efforts [1, 2]. Novel impactful therapies are desperately needed. Major contributory factors to therapeutic futility include intra-tumoral molecular heterogeneity [3–6], persistence of stem-like cancer cells [7–12], and a highly heterogeneous and immunosuppressive tumor microenvironment (TME) [13–15]. A pivotal advance in understanding GBM pathogenesis was the identification of a subpopulation of tumor-initiating cells with stem-like properties. This subpopulation is commonly referred to as glioma stem cells or GBM stem cells (GSCs). These cells exhibit self-renewal, multilineage differentiation, and the ability to recapitulate tumors in vivo, setting them apart from the bulk tumor population [12]. Subsequent studies demonstrated that GSCs are not only more tumorigenic but also more resistant to conventional treatments such as radiation and chemotherapy, underscoring their role in tumor recurrence [16]. These insights have provided strong justification for developing therapies that specifically target the GSCs population, aiming to achieve more durable treatment responses and prevent relapse. GBM TME components include tumor cells, immune cells, glial cells, and other cell types that collectively facilitate tumor progression and immunosuppression [14, 17]. Dynamic interactions between the GBM tumor and non-tumor cellular populations are critical for tumor propagation, brain infiltration, immune evasion, and therapeutic resistance [14, 15]. Well-recognized mechanisms of immune evasion in GBM can occur via (i) an immunosuppressive TME enriched with regulatory T cells (Tregs), myeloid-derived suppressor cells (MDSCs), and tumor-associated macrophages (TAMs); (ii) activation of suppressive immune checkpoint molecules such as PD-L1 [13, 18, 19]. The above mechanisms facilitate immune surveillance evasion, tumor invasion, and tumor progression [20, 21]. Further, immune suppression can facilitate tumor survival adaptation through the acquisition of genetic mutations and epigenetic modifications [20, 21]. Hence, there is a strong rationale to develop anti-GBM therapeutic paradigms that can effectively target both GBM immune evasion as well as GSCs.

Second Mitochondria-derived Activator of Caspases (SMAC) mimetics are a class of small molecules designed to mimic the function of SMAC, a natural protein that targets inhibitor of apoptosis proteins (IAPs) by neutralizing the inhibitory effects of IAPs on caspases [22, 23]. IAPs are characterized by the presence of baculoviral IAP repeat (BIR) domains for interactions with caspase [24–26], and play a critical role in cell death [27], immunity [28], and inflammation [28]. SMAC mimetic molecules mimic the AVPI sequence which refers to the N-terminal tetrapeptide (Ala-Val-Pro-Ile) of SMAC, also known as DIABLO. This Ala-Val-Pro-Ile sequence is critical for SMAC’s pro-apoptotic function of SMAC, and bind to the BIR3 domain of IAP proteins which frees up caspases to promote apoptosis in cancer cells [29]. Moreover, recent studies have also begun to explore their impact on the TME and emerging evidence suggests that SMAC mimetics can promote anti-tumor immunity through multiple mechanisms including activation of dendritic cells (DCs) [30]; activation of microglia [31]; regulation of tumor-associated macrophages [32]; and T cell infiltration [30]. For instance, SMAC mimetic treatment has been shown to modulate microglial activation states and reshape the immune landscape in GBM, suggesting immunomodulatory effects beyond tumor-intrinsic cytotoxicity [31]. Additionally, 3D tumor models that better mimic the GBM microenvironment have revealed complex effects of SMAC mimetics on both tumor and stromal compartments [30]. Given the above mechanisms, SMAC mimetics can synergize with checkpoint inhibitors [33, 34].

We screened several SMAC mimetics with a focus on discovering candidates that target both GSCs and GBM immune evasion. Xevinapant emerged as the most effective SMAC mimetic for GSCs. Xevinapant is a potent and orally bioavailable SMAC mimetic, that targets IAP family member cIAP1 (gene *BIRC2*), cIAP2 (gene *BIRC3*) and XIAP [35]. Notably, previous work has implicated *BIRC3*: i) in GBM therapeutic resistance [36]; (ii) as a biomarker for the mesenchymal GBM habitat in patients [37]; (iii) as a mediator of hypoxia-driven survival adaptation through HIF1α [37]; and (iv) as a facilitator of stemness reprogramming in GBM [38]. Predictably, pharmacologic targeting of *BIRC2* and *BIRC3* will not only induce GBM tumor apoptosis but should also impact the TME as a whole. So far, Xevinapant is being investigated in several clinical trials [39–41].

In this study, we sought to further investigate and characterize the anti-tumor and immune TME-modulating impacts of Xevinapant in human and murine GBM models at the single-cell level, offering a high-resolution view of immune remodeling and resistance-associated phenotypes in vivo. We also evaluated associated mechanisms of therapeutic resistance and therapeutic synergy to Xevinapant in GBM. Our study, which represents the first comprehensive characterization of the impact of Xevinapant on the GBM TME repertoire demonstrates robust anti-tumor activity and favorable immune modulation of the TME, all highly supportive for further clinical investigation of Xevinapant in GBM.

## Methods and materials

### Cell culture and reagents

The patient-derived GSCs were well characterized and cultured in NS-A medium (90% NeuroCult NS-A Basal Medium Human plus 10% Human NeuroCult NS-A proliferation Supplements (StemCell Technologies, Vancouver, Canada) in 3D sphere. The *Trp53*^*+/−*^ and *Nf1*^*+/−*^ mouse GSC was cultured in NS-A medium (90% NeuroCult NS-A Basal Medium Mouse/Rat plus 10% NeuroCult NS-A proliferation Supplements (StemCell Technologies). Complete medium was supplied with recombinant human EGF and FGF (R&D System, MN, USA) and 100 units/mL penicillin-100 µg/mL streptomycin (Life Technologies, CA, USA). Anti-cIAP1 (mouse and human), anti-cIAP2 (human) and anti-XIAP (mouse and human) antibodies were obtained from Cell Signaling Technology (MA, USA). Anti-cIAP2 (mouse) antibody was obtained from R&D systems (MN, USA). Cleaved Caspase-3 antibody for IHC was purchased from Abcam (Cambridge, United Kingdom). Xevinapant and ST-059620 (7,8,3’,4’-Tetrahydroxyflavone) were obtained from MedChemExpress (NJ, USA).

## Cell viability

5000 cells were seeded in 96-well plate. DMSO or Xevinapant with indicated dosing were added the next day in triplicates and treated for 72 h. Following drug treatment, cell viability was assessed using CellTiter-Glo 2.0 Cell Viability Kit (Promega, WI, USA). Luminescence was measured by BioTek HT plate reader. Data analysis and calculation were carried out using GraphPad Prism 9 (MA, USA).

## Development of xevinapant resistant GSCs and drug-response curve

To establish the Xevinapant resistant cells, GSC2 and GSC4 were exposed to stepwise increasing concentrations of Xevinapant (up to 250 µM) over a period of 75 days. In short, GSCs were initially cultured in the presence of 15.6 µM Xevinapant. The concentration was then increased by 2-fold for 15 days (approx. every three passages) until it reached 250 µM. For the drug combination, GSCs were culture with Xevinapant as well as 25nM ST-059620. Viable cell numbers were counted every 5 days (every passage), and then were seeded with 1:10 ratio. The percentile of seeded cells to initial cell number (day 0) was recorded. For drug-response curve, 5,000 cells/well were plated in 96-well plates were treated 96 h later with various doses of Xevinapant and cell viability was measured using CellTiter-Glo 2.0.

## Caspase 3/7 activity

5000 cells were seeded in 96-well plate. DMSO or Xevinapant with indicated dosing were added the next day in triplicates and treated for 72 h. We then utilized Caspase-Glo 3/7 Assay System (Promega, WI, USA) to quantify caspase-3/7 activity in cells that are undergoing treatment. Upon caspase cleavage, distinct fluorophores are released, Ex/Em = 535/620 nm for Caspase 3/7, which can be readily monitored according to the manufacturer’s instructions.

## Western-blot assay

50–100 µg of heat-denatured proteins were loaded on 4–15% precast polyacrylamide gel (Bio-Rad, CA, USA). The proteins were then transferred to PVDF membranes (Bio-Rad), which were blocked with 5% non-fat milk solutions for 1 h at room temperature. The target proteins were then detected by the primary antibody at 4 °C overnight, washed with 0.1% Tween-TBS and incubated with appropriate secondary antibody for 1 h at room temperature. The membranes were then washed, and the target proteins were detected with luminol reagent and X-ray film (Santa Cruz Biotechnology, TX, USA).

### Animals

6–8 weeks female NCRNU athymic mice and C57BL/6 mice were purchased from Taconic Biosciences.

## Orthotopic GSC xenograft model by intracranial injection

For orthotopic model, xenograft tumors were established by intracranially injecting 2–3 × 10^5^ indicated GSCs in a 3–4 µL volume of PBS in the right striatum of NCRNU athymic mice on a Stoelting Digital Stereotaxic Instrument (Stoelting, IL, USA). After implantation, the mice were randomized into distinct groups for treatment with Xevinapant (50 mg/kg/day) or the control vehicle by oral gavage for 2 weeks or until the humane endpoint. For survival studies, animals were followed every day until they lost 20% of body weight or had trouble ambulating, feeding or grooming.

## Mouse GSC flank model and immunohistochemistry

1 × 10^6^ mGSC were injected in the flank of female C57BL/6 mice (6–8 weeks). Two weeks later, mice were subjected to vehicle or Xevinapant treatment (50 mg/kg, oral, daily). Tumor samples were harvested on day 30 and were fixed with 10% neutral-formalin buffer for 24 h. The samples were then dehydrated, paraffin-embedded and sectioned. Sections were dewaxed, treated with 3% H_2_O_2_ for 10 min and incubated with anti-cleaved Caspase 3 antibody (1:100 dilutions) overnight at 4 °C. Biotinylated secondary antibody (1:200 dilutions) was added at room temperature for 1 h, followed by the incubation with ABC-peroxidase for an additional 1 h. After washing with Tris-buffer, the sections were incubated with DAB (3, 30 diaminobenzidine, 30 mg dissolved in 100 ml Tris-buffer containing 0.03% H_2_O_2_) for 5 min, rinsed in water and counterstained with hematoxylin.

### Mouse orthotopic GSC model by intracranial injection

For orthotopic model, 1–2 × 10^4^ mGSC were intracranially injected in a 2 µL volume of PBS in the right striatum of C57BL/6 mice on a Stoelting Digital Stereotaxic Instrument (Stoelting). After implantation, the mice were randomized into distinct groups for treatment with Xevinapant (50 mg/kg/day) or the control vehicle by oral gavage. For survival studies, animals were treated for 2 weeks and followed every day until they lost 20% of body weight or had trouble ambulating, feeding or grooming. For scRNA-seq animals were treated for 7 days.

### Real-time PCR

Total mRNA was extracted from developed resistant cells using RNeasy mini-prep kit (Qiagen, MD, USA). The RNA was qualified and quantified with Nanodrop 2000 (Thermo Scientific, MA, USA). cDNA was synthesized using iScript cDNA Synthesis kit (Bio-Rad). And then Real-time PCR was performed using synthesized cDNA by iQ SYBR green Supermix buffer system (Bio-Rad) and the Bio-Rad CFX96 Touch Real-Time PCR Detection platform. The primers used in the study are listed in Supplemental Table 1.

### Data acquisition and characteristics analysis

The association between *BIRC2*/*BIRC3* expression and tumor purity and specific immune cell (macrophages, DCs, T cells, etc.) infiltration were analyzed, using TIMER 2.0 (http://timer.cistrome.org/). The results were visualized in scatter plots. RNA sequencing data and corresponding clinical information were obtained from The Cancer Genome Atlas (TCGA) database (https://portal.gdc.cancer.gov/), and the Chinese Glioma Genome Atlas (CGGA) database (http://www.cgga.org.cn/). To investigate the correlation between *BIRC2*/*BIRC3* expression and immune cell infiltration, we applied the xCell algorithm [42] and the MCP-counter algorithm [43]. These analyses were performed using the “xCell” and “MCPcounter” R packages. Additionally, we employed the GSEA (Gene Set Enrichment Analysis) method to explore the relationship between *BIRC2*/*BIRC3* expression and the infiltration of 28 immune cell types, using the “GSVA” package [44]. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed on the related genes. The “clusterProfiler” package in R was used to annotate and visualize GO terms and KEGG pathways [45].

### Single-cell RNA sequencing and analysis

Single-cell RNA sequencing (scRNA-seq) was performed at Molecular Genomics Core of Moffitt Cancer Center. Sequencing reads were mapped against mm10 mouse transcriptome and processed for UMI counting using Cell Ranger (v3.0, 10X Genomics, CA, USA). Clusters were identified using the by Louvain clustering implemented in FindClusters function at resolution = 0.8. Uniform manifold approximation and projection (UMAP) was used to visualize gene expression and clusters. Differential expression analysis for each cluster was performed using FindAllMarkers function in Seurat with default settings. Clusters were further annotated by comparing differential genes with canonical markers. More detailed procedures were described in Supplemental Methods.

### Analysis of the LINCS drug data

The Library of Integrated Network-based Cellular Signatures (SigCom LINCS; https://maayanlab.cloud/sigcom-lincs/) catalogs transcriptional responses following treatments with small molecules, thus representing a resource for investigating drugs in the drug tolerance network, which includes 33,621 small molecules, 248 cell lines and 1,113,059 signatures in total. We queried from the LINSC database with our signature consisting of 24 most significant up-regulated genes and 18 most significant down-regulated genes. The top signature results for the input were displayed separately by dataset, indicating reverser signatures and mimicker signatures.

### Calculation of drug-response synergy index

To quantify drug interactions between Xevinapant and ST-059620 and also to classify the interactions, we calculated combination index and isobologram. A cross-design was made to test the synergy and sensitivity of a drug pair in GSCs. We simulated isobologram for the pair of Xevinapant and ST-059620 with eight effective doses cross combinations 1/2 titrated for 72 h. Loewe additivity model was used for two drugs combination. All drug responses were determined by viability test. For synergy score measurement, data matrix was input and analyzed by SynergyFinder v3.0 (https://synergyfinder.fimm.fi).

### Statistics

Student’s t-test (for 2 condition experiments) and ANOVA (for multiple condition experiments) were employed. Survival was assessed using the Kaplan-Meier analysis method with statistical comparisons made by log rank (Mantel-Cox) comparison. Bar graphs are presented as mean ± SEM as indicated in the figure legends. Unless otherwise noted, each experiment was repeated at least three times. All the replicates and animal numbers are listed as “n” in all figure legends. All statistical tests were considered significant at *p* < 0.05. Prism 9 software (GraphPad Software) was used to create graphs and conduct statistical analyses.

## Results

### Xevinapant induces human and mouse GSC apoptosis and suppress tumor growth

We first assessed the treatment effects of multiple SMAC mimetics on patient-derived GBM stem cells (GSC). We observed that Xevinapant was the best SMAC mimetic that suppressed GSC viability the most (Fig. S1A). We then examined Xevinapant inhibition efficiency of its molecular targets by assessing cIAP1 (*BIRC2*), cIAP2 (*BIRC3*) and XIAP protein expressions in a dose-dependent manner in GSCs (GSC2 and GSC4). The western blot result indicated that Xevinapant significantly suppressed cIAP1 expression in both GSCs at 100 μm dose, while a higher dose of 400 µM was needed for treatment for cIAP2 depletion (Fig. S1B). However, even at 400 µM Xevinapant could only suppress XIAP expression in GSC4 but not GSC2 (Fig. S1B). We next examined GSCs sensitivity to Xevinapant using cell viability assessment, and the results revealed that Xevinapant significantly suppressed GSCs cell viability in a dose dependent manner (Fig. 1A-B). Similar results were observed in GBM cell lines, including U251 and T98G (Fig. S2A-B). Meanwhile, we also assessed the impact of Xevinapant on mouse GSC. We took advantage of *Trp53*^*+/−*^ and *Nf1*^*+/−*^ mouse GSC (mGSC), which is a mesenchymal-like, highly proliferative mouse GBM stem cell line. We first treated *Trp53*^*+/−*^ and *Nf1*^*+/−*^ mGSCs with Xevinapant and examined cIAP1, cIAP2 and XIAP protein expressions in a dose-dependent manner similar to human GSCs. The western blot result indicated that Xevinapant significantly suppressed cIAP2 expression in mGSC at 100 μm dose, while totally depleting cIAP1 expression at 100 μm dose (Fig. S1C). Meanwhile, XIAP expression increased at 100 μm, 200 μm and 400 μm Xevinapant, and dropped at 800 μm dose (Fig. S1C). Next, we examined mGSC sensitivity to Xevinapant using cell viability assessment. The viability assay results revealed that Xevinapant significantly suppressed mGSC cell viability in a dose dependent manner similar to human GSCs (Fig. 1C). Similar observations were noted with other mouse GBM cell lines, including GL261 and CT-2 A (Fig. S2C-D). Using the same dose-dependent treatment scheme, we evaluated apoptosis evolution by measuring cleaved caspase 3/7 levels in both human and mouse GSCs. The results indicated that Xevinapant induced both human and mouse GSCs apoptosis also in a dose-dependent manner (Fig. 1D-E), which is consistent with the results of cell viability assessment. To further investigate the in vivo therapeutic effects of Xevinapant, we took advantage of orthotopic xenografts by intracranial implantation of GSC2 and GSC4. The animals were treated with either vehicle control or Xevinapant, respectively, daily for 7 consecutive days. The results showed that Xevinapant treatment significantly prolonged survival in animals bearing either GSC2 (*n* = 10; *p* < 0.001) or GSC4 (*n* = 10; *p* < 0.001) tumors (Fig. 1F-G). Thus, Xevinapant significantly induces human GSCs apoptosis, suppresses tumor growth, and further improves survival. Next, we utilized both flank and orthotopic xenograft to further investigate the in vivo therapeutic effects of Xevinapant on tumor growth kinetics using mGSC model. At treatment end points, Xevinapant treated flank tumors showed significantly slower growth kinetics compared to vehicle control (Fig. S3A-B). Evaluation of harvested flank tumors by immunohistochemistry (IHC) staining revealed robust cleaved caspase 3 tissue expression in response to Xevinapant treatment, indicating that there was significant activation of apoptosis in GBM xenografts, compared to the control group (Fig. S3C). In the orthotopic xenograft model, the animals harboring mGSC tumors were treated with vehicle control and Xevinapant, respectively. Mice harboring mGSC treated with Xevinapant exhibited significantly increased animal survival (*n* = 5; *p* < 0.01; Fig. 1H). These results collectively are highly supportive of the premise that Xevinapant can prevent apoptosis evasion and improve GBM outcomes.

**Fig. 1:**
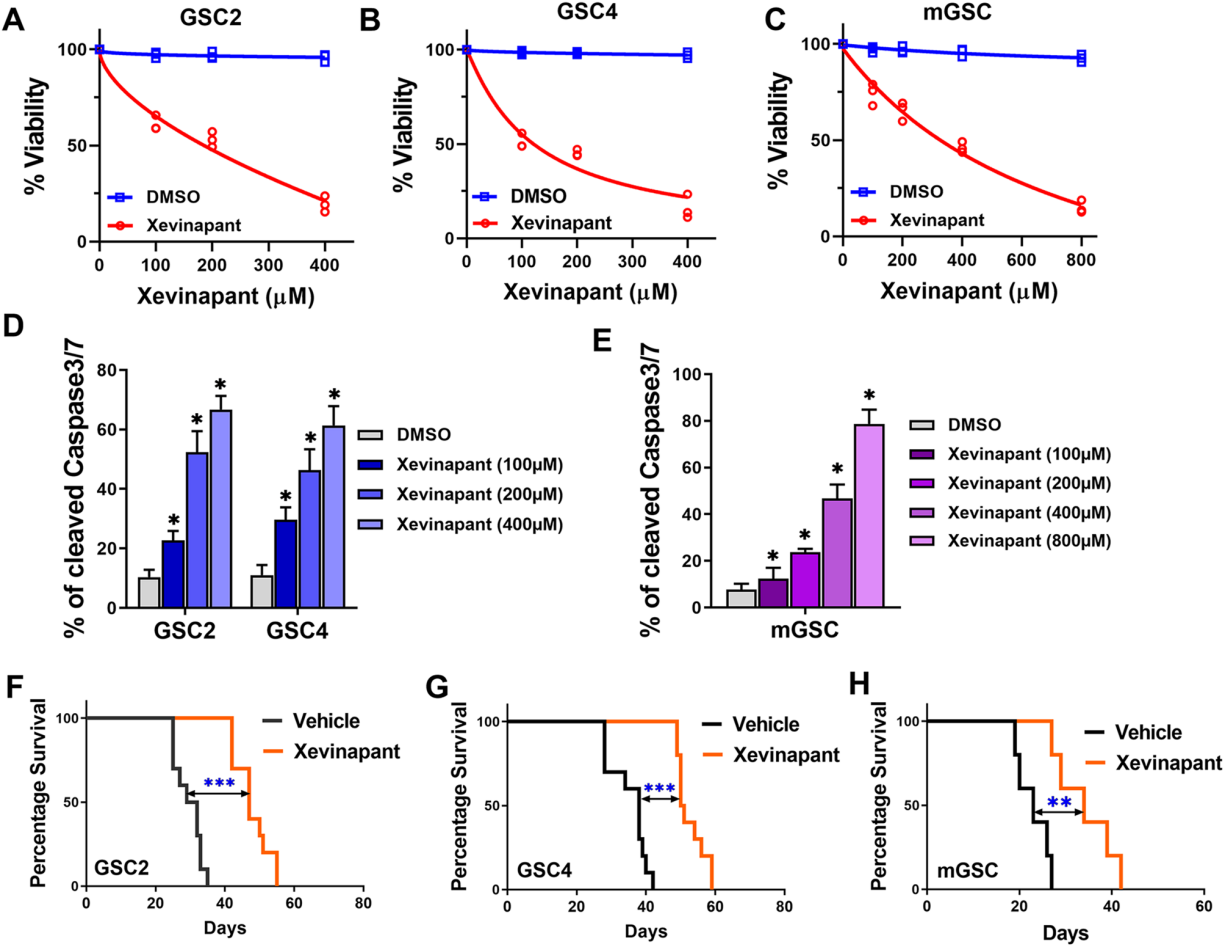
Xevinapant induces human and mouse GSCs apoptosis and suppresses tumor growth. **A**-**B**. Cell viabilities were measured following different doses of Xevinapant in human GSC2 and GSC4. **C**. Cell viabilities were measured following different doses of Xevinapant in mGSC. **D**. Caspase 3/7 activity measurement following different dosing of Xevinapant in human GSCs. *n* = 3; Mean ± SEM; *, *p* < 0.05. **E**. Caspase 3/7 activity measurement following different dosing of Xevinapant in mGSC. *n* = 3; Mean ± SEM; *, *p* < 0.05. **F**-**G**. Kaplan–Meier survival curves of immunocompromised mice bearing GSC2 and GSC4 treated with Vehicle or Xevinapant. The p-values were calculated by Mantel-Cox log-rank test. *n* = 10; **, *p* < 0.01 ***, *p* < 0.001. **H. **Kaplan–Meier survival curves of immunocompetent mice bearing mGSC treated with Vehicle or Xevinapant. The p-values were calculated by Mantel-Cox log-rank test. *n* = 5; *, *p* < 0.05

### BIRC2 and BIRC3 expressions are associated with immune cell infiltration in GBM.

*BIRC2* (cIAP1) and *BIRC3* (cIAP2) are the members of the IAPs family that are often overexpressed and have been implicated in the pathogenesis of various malignancies including GBM [46]. Given that *BIRC2* and *BIRC3* were the downstream targets of Xevinapant, we were interested in further investigating the relationship between *BIRC2*/*BIRC3* and the TME in order to gain insights as to how Xevinapant could be leveraged to favorably modulate the GBM TME. We first evaluated for potential correlations between *BIRC2*/*BIRC3* expression and the infiltration levels of immune cells by taking advantage of TIMER database [47]. Interestingly, based on our results, *BIRC2* expression did not correlate with either tumor purity or most of the immune cell infiltration (Fig. 2A), and only showed weak negative correlation with CD8^+^ T cell infiltration (Rho = − 0.234, *p* = 1.31 × 10^− 6^, Fig. 2A**)**. Meanwhile, *BIRC3* was negatively correlated with tumor purity (Rho = − 0.43, *p* = 2.85 × 10^− 20^, Fig. 2B) and positively correlated with dendritic cell infiltration (Rho = − 0.475, *p* = 6.47 × 10^− 25^, Fig. 2B), suggesting that BIRC3 is associated with GBM TME infiltration. Next, we utilized MCPcounter and xCell algorithms to further analyze and assess the immune cell infiltrations using The Cancer Genome Atlas (TCGA) datasets (Fig. 2C-F**)**, and Chinese Glioma Genome Atlas (CGGA) datasets (Fig. S4A-D). These results suggested that *BIRC2* expression was slightly associated with CD4^+^ T cell infiltration only in the TCGA dataset (Fig. 2E), while high *BIRC3* expression was accompanied by high infiltration state of Tregs, macrophages and DCs (Fig. 2D&F, Fig. S4B&D), which are essential for antigen presentation and the activation of T cells leading to immune evasion by suppressing anti-tumor immune responses. *BIRC3* expression was highly indicative of immunosuppression within the TME, hindering effective anti-tumor responses. Furthermore, both *BIRC2* and *BIRC3* expressions were positively correlated with the infiltration of DCs, different subsets of T cells, and neutrophils based on single-sample Gene Set Enrichment Analysis (ssGSEA) algorithm (Fig. 2G-H, Fig. S4 E-F), while only *BIRC3* expression was associated with macrophage infiltration (Fig. 2H, Fig. S4 F**)**. Collectively, these results strongly supported a positive association of BIRC2/BIRC3 expression and immunosuppressive cell infiltration states in GBM. Thus, we hypothesize that the targeting *BIRC2*/*BIRC3* by Xevinapant can favorably impact the TME in GBM.

**Fig. 2:**
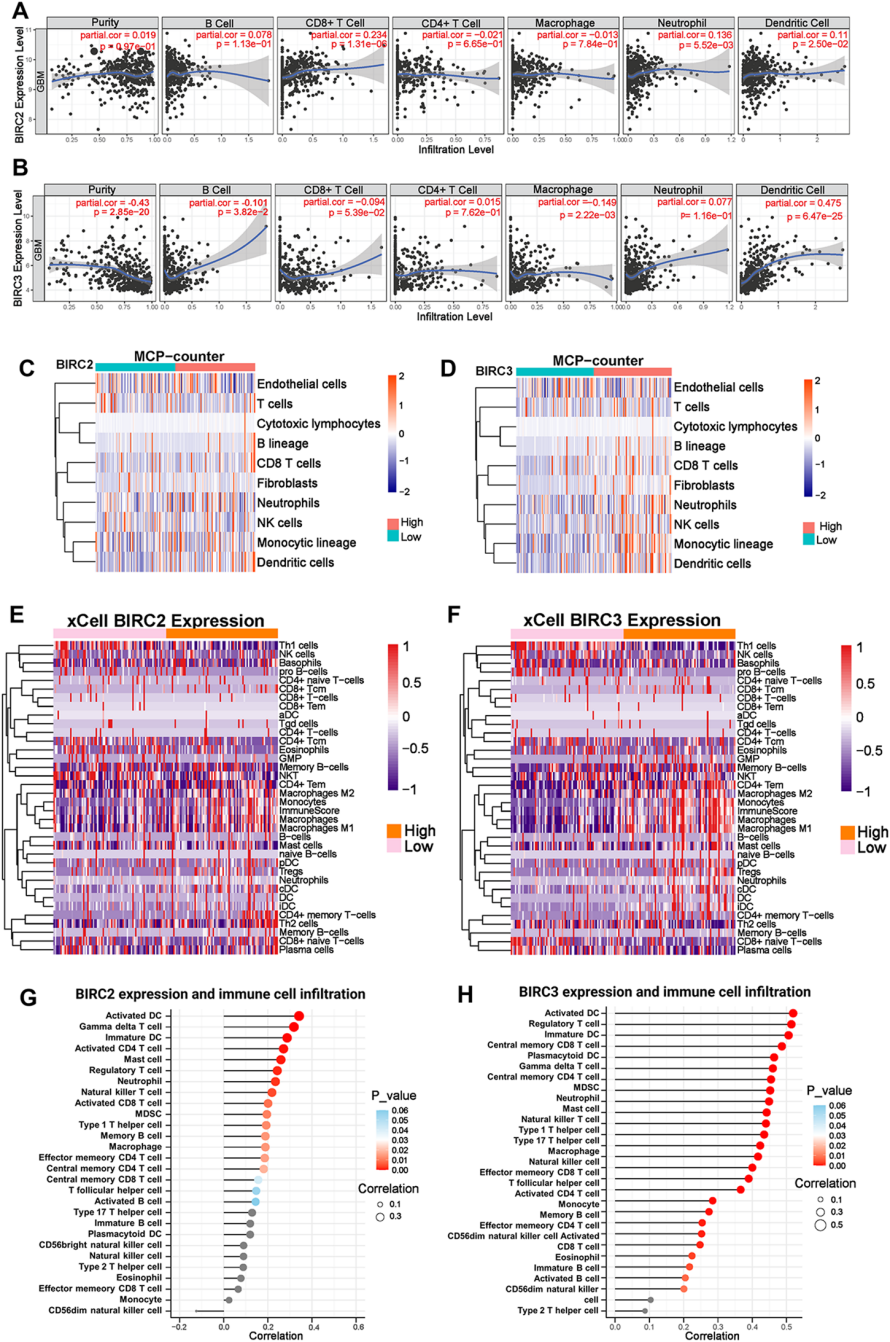
BIRC2 and BIRC3 expressions are associated with immune cell infiltration in GBM. **A**-**B**. The association between *BIRC2*/*BIRC3* expression and immune cell infiltration in GBM based on TIMER analysis. **C**-**F**. The association between *BIRC2*/*BIRC3* expression and immune cell infiltration in GBM based on MCP-counter (**C** & **D**) and xCell (**E** & **F**) analysis using TCGA database. **G-H**. Lollipop diagram displaying the correlation between *BIRC2*/*BIRC3* expression and immune cells infiltration using TCGA database

### Xevinapant treatment reprograms TME cellular distribution and activates immune response.

In order to comprehensively assess the impact of Xevinapant on the cellular and molecular heterogeneity of the TME, we took advantage of single-cell RNA sequencing (scRNA-seq) before and after Xevinapant treatment. We developed *Trp53*^*+/−*^ and *Nf1*^*+/−*^ mGSC orthotopic model in C57BL/6J mice and treated them with either vehicle control or Xevinapant daily for 7 days. 

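For each treatment group the authors deposited 4 count matrices, which give the number of unique molecular identifiers (UMIs) on each of 19059 mouse genes in each cell, without normalization. The cells were fixed and profiled with a 10x Genomics kit that reads RNA through gene probes, and a probe barcode tells apart the matrices that were run together. The vehicle matrices held 4505, 7323, 4917 and 14728 barcodes with 80317144, 139209230, 87741562 and 300206053 UMIs. The Xevinapant matrices held 4653, 4766, 8012 and 8039 barcodes with 71835789, 90164082, 209912498 and 184076677 UMIs. Median UMIs per barcode ran from 7452 to 14027. The sample labels give each group its own pool and its own batch date, so batch and treatment cannot be told apart.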

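Some matrices of a group were nearly alike in their cells. For matrices 1 and 3 of the vehicle group, 1 and 2 of the Xevinapant group and 3 and 4 of the Xevinapant group, the cluster makeup differed little more than sampling noise, with a chi-square per degree of freedom of 1.13 to 1.89. The 9 other pairs within a group gave 21.2 to 35.9, and pairs across the groups at least 22.6. The comparison left out clusters of low UMI count that kept no name. In the largest of these, vehicle matrices 1 and 3 held 508 and 723 cells, from files of 4505 and 4917 barcodes, so they were less alike there. On the clusters compared, each alike pair was counted as 1 sample, with UMI counts summed and cell shares averaged. This left 3 vehicle samples and 2 Xevinapant samples. With 3 samples against 2 there are 10 assignments of the treatments, so an exact two-sided permutation test cannot go below p = 0.1. With every matrix counted as 1 mouse there would be 70 assignments and a smallest p of 0.0286.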

Cells for sequencing were isolated from these orthotopic tumors (*n* = 4 from each group) right after treatment. After QC analysis (Fig. S5 A-C), InferCNV was used for exploring this single-cell RNA-seq first to identify large-scale chromosomal copy number variations (Fig. 3A). 

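The files hold 56943 barcodes, of which 54574 had at least 200 genes, at most 10% mitochondrial UMIs and a complexity (log10 genes over log10 UMIs) of at least 0.8, and 50815 were left after removal of the barcodes with the highest Scrublet doublet scores. InferCNV was not used here. Its principle was applied to 10511 genes, as the log2 ratio of malignant cells to the non-malignant cells of the same sample, averaged over 100 neighbouring genes on GRCm38. Chromosome X had the highest mean ratio, 0.31 ± 0.071 (SD, n = 5 samples), and chromosome 19 the lowest, -0.41 ± 0.081 (SD, n = 5). Chromosomes 15, 14 and 2 lay above 0 in all 5 samples, with mean ratios of 0.24, 0.19 and 0.16, and chromosomes 4, 16 and 10 below 0 in all 5, with -0.28, -0.19 and -0.17. Between any pair of samples the malignant profiles correlated across genes at 0.903 to 0.978, and genes are not independent replicates. The range between the highest and the lowest chromosome was 0.72 and moved most, to 0.81, with immune cells alone as the reference.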

Copy-number variation helps to distinguish the tumor cells from normal cells. After normalization of gene expression and principal component analysis (PCA), uniform manifold approximation and projection (UMAP) analyses revealed major cell types including malignant cells (GBM tumor cells); as well as non-tumor cells such as lymphocytes, endothelial cells, mononuclear-phagocyte type cells, fibroblasts, and neutrophils (Fig. 3B). 

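Cluster names were rebuilt from marker genes, since names per cell were not used here. These were the markers the paper's text lists and further common ones, among them all those of malignant cells as a whole, neutrophils, fibroblasts and erythrocytes, for which the text lists none. In the 50815 cells, 35196 were malignant, 3440 immune, 796 fibroblasts, 455 endothelial cells and 184 erythrocytes. The immune cells comprised 1490 microglia, 638 monocytes, 528 macrophages, 412 neutrophils and 119 dendritic cells (DCs). There were also 65 T cells of unnamed subtype, 53 NK cells, 48 B cells, 45 CD4 T cells and 42 CD8 T cells. The CD4 T cells were a single cluster led by Il2ra, Foxp3 and Ikzf4, so they need not stand for CD4 T cells in general. A further 10744 cells kept no name, 528 of them from the immune clusters. Among these was a low-UMI cluster of 204 cells with 8 macrophage markers detected but none among its leading genes. It held 58 vehicle and 146 Xevinapant cells, which are in neither the macrophage nor the immune shares. The largest unnamed clusters, of 6547 and 2936 cells, were set aside by a rule added after the data were seen, a UMI count whose median lay below the sample's median divided by 3, with no marker among the leading genes. Unnamed cells made up 19.4% ± 1.29 (SD, n = 3 samples) of vehicle cells and 24.0% ± 2.67 (SD, n = 2) of Xevinapant cells (exact permutation test, p = 0.1). The larger cluster went from 13.94% ± 0.43 (SD, n = 3) to 11.7% ± 0.22 (SD, n = 2) and the smaller from 3.4% ± 1.67 (SD, n = 3) to 9.5% ± 2.13 (SD, n = 2), each with an exact permutation p = 0.1.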

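Immune cells made up 7.18%, 4.37% and 5.27% of the tumor plus immune cells in the 3 vehicle samples, a mean of 5.61% ± 1.43 (SD, n = 3). In the Xevinapant samples they made up 20.1% and 9.57%, a mean of 14.9% ± 7.46 (SD, n = 2). Each Xevinapant sample lay above each vehicle sample (exact two-sided permutation test, p = 0.1, the smallest that 3 samples against 2 allow). The shares rest on 1248 immune cells in the vehicle group and 2192 in the Xevinapant group. With each sample left out in turn, the difference ran from 3.97 percentage points without the Xevinapant sample of matrices 1 and 2 to 14.5 without that of matrices 3 and 4. Counting each matrix as 1 mouse, an alternative chosen after seeing the data, moved it from 9.25 to 8.86 points (exact permutation test, p = 0.0286).

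**Figure D1:**
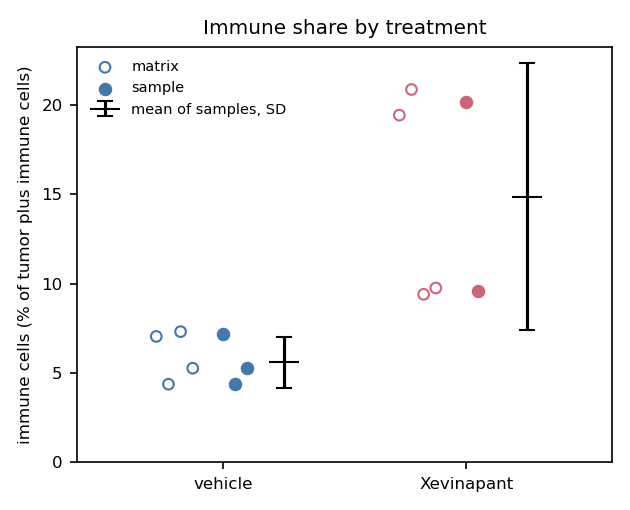
Immune cells as a percentage of tumor plus immune cells (vertical axis) by treatment. Open circles are the single matrices, filled circles the samples after alike matrices were joined, and the bars the mean and SD of the samples. The vehicle samples sit between 4.37 and 7.18 and the Xevinapant samples at 9.57 and 20.1.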

Notably, we calculated tumor cells and immune cells distribution and found that Xevinapant treatment dramatically increased immune cell distribution almost 3 folds (from 5.7 to 14.3%) in the whole tumor tissue (Fig. 3C), and correspondingly, tumor cells distribution was decreased (Fig. 3C), indicating that Xevinapant induced immune response and demonstrably reprogrammed the TME within the whole tumor. We further used multiple specific markers to separate different sub-clusters in the malignant tumor cells and immune cells (Fig. 3D-E). By applying the annotation with singleR and cell type specific markers, we then merged small cell clusters into big cell lineages based on the shared transcriptomes (Fig. 3E-F). Malignant cells including MES-like cells (Mesenchymal-like, marked with *Ndrg1*, *Akap12* and *Wwtr1*), AC-like cells (Astrocyte-like, marked with *Mlc1*, *Gfap*, *Id4* and *Clu*), NPC-like cells (Neural Progenitor Cell-like, marked with *Rbfox3*, *Syp*, *Dcx* and *Lgfbpl1*) and OPC-like cells (Oligodendrocyte Progenitor Cell-like, marked with *Pdfgra*, *Olig1*, *Olig2*, *Cd9*, *Sox10*, *Cspg4* and *Nkx2-2*) were clustered together, whereas the non-tumor cells such as macrophages (marked with *Cd68*, *C1qa*, *C1qb*, *C1qc* and *Ctsz*), microglia cells (marked with *P2ry12*, *Tmem119* and *Tgfbr1*), monocyte cells (marked with *S100a4*, *Adgre5*, *Fgr* and *Ccr2*), DCs (marked with *Cd74*, *H2-Ab1*, *H2-Aa* and *Ciita*), B cells (marked with *VWF* and *PECAM1*), tumor-associated endothelial cells (marked with *Cd19*, *Cd79a*, *Cd79b* and *Fcmr*), T cells (marked with *Cd3e* and *Cd3d*), CD8 T cells (marked with *Cd8a* and *Cd8b1*), CD4 T cells (marked with *Cd4*, *Foxp3* and *Ctla4*), and NK cells (marked with *Gzma*, *Klrb1c*, *Klrk1* and *Ncr1*), were scattered (Fig. 3G).

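A marker was counted as detected in a cluster when at least 10% of its cells had a UMI and its level was at least 1.5-fold above the 25th percentile of the clusters of all cells. The mean log2 ratios of a cluster's markers given here are against the mean of the other clusters of malignant cells, so they can be low for detected markers. Both MES-like clusters, of 3163 and 1572 cells, had all 3 MES-like markers detected, at mean log2 ratios of 0.36 and 1.78. The AC-like clusters had 4 markers detected at mean log2 ratios of 2.90 and 3.32, and the NPC-like cluster 4 at 3.08. In the OPC-like clusters 4 to 7 markers were detected at mean log2 ratios of -1.03 to 1.17, so OPC-like markers were spread widely over the tumor. A cluster of 552 cells inside the malignant clusters carried macrophage markers and was set aside as mixed.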

**Fig. 3:**
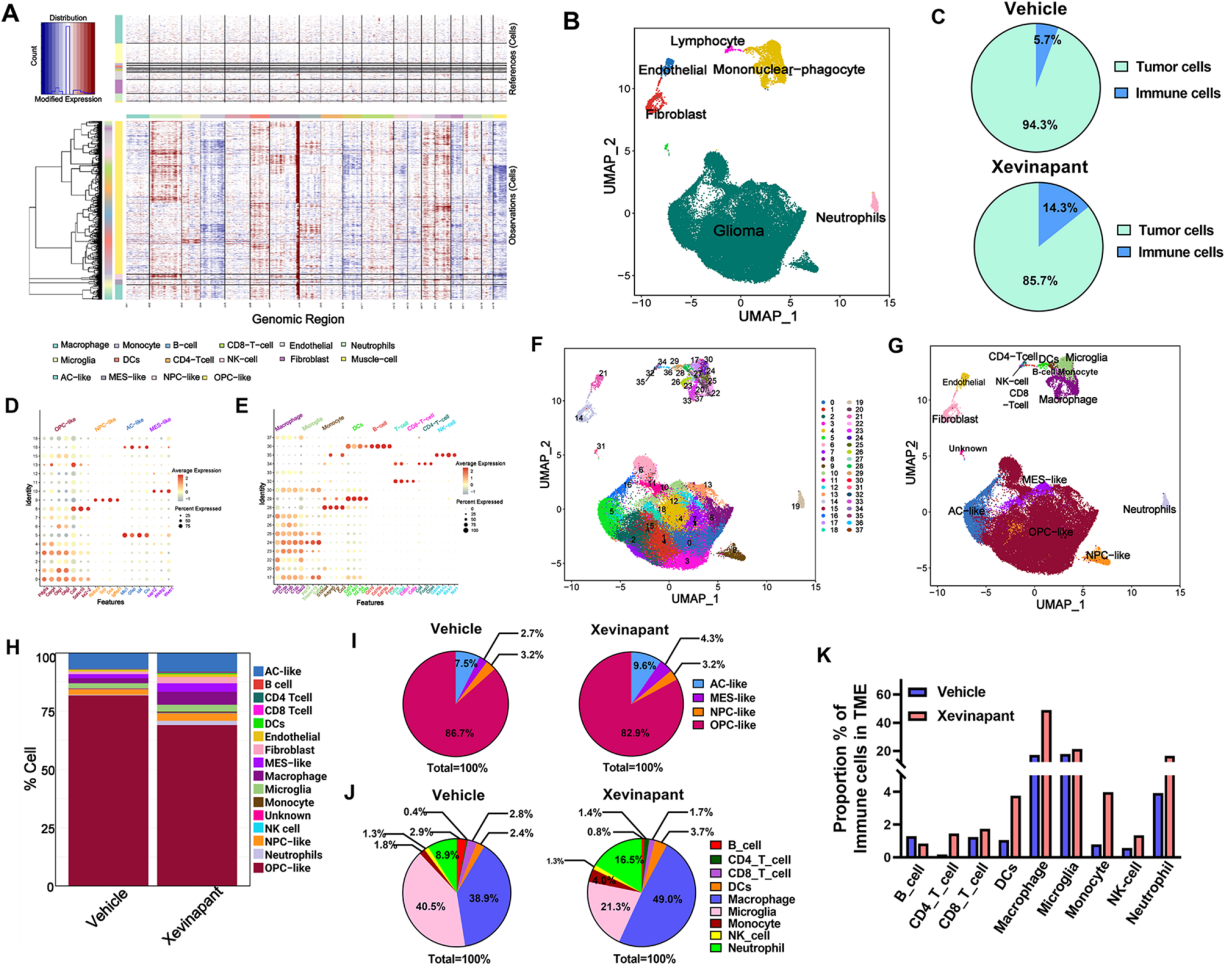
Xevinapant treatment reprograms cell distribution and activates immune response. **A** Inference of copy number variation analysis based on average expression. Each row corresponds to a cell type. **B** Different colors labeled for main cell type clusters, respectively. **C** Tumor cell and immune cell ratio in vehicle and Xevinapant tumors respectively. **D**-**E**. Dot plot displays the represented markers for each cell cluster, including MES-like (Mesenchymal-like), AC-like (Astrocyte-like), NPC-like (Neural Progenitor Cell-like), OPC-like (Oligodendrocyte Progenitor Cell-like), macrophages, microglia, monocyte, B cells, CD4 T cells, CD8 T cells, DCs, endothelial cells, fibroblast, muscle cells, neutrophils, and NK cells. **F**. Different colors labeled for specific sub-clusters, respectively. **G**. All cell types were re-clustered from and visualized in UMAP plot. Color encodes different cell clusters.** H**. Column chart demonstrates the proportions of each cell type in the tumor. **I**. Part of the whole chart demonstrates the proportions and ratios of each tumor cell type including AC-like, MES-like, NPC-like and OPC-like cells. **J**. Part of the whole chart demonstrates the proportions and rations of each type of immune cell that normalized to total immune cell ratio in their own TME. **K**. Comparison of immune cell proportion (in their own TME) in vehicle and Xevinapant treatment groups

Since the percentage of cell types and cellular states of tumor cells varied across samples, we had to take into account this heterogeneity that is highly inherent in GBM. We, therefore, pooled all samples in the same group together, and then we calculated all possible cell distributions (Fig. 3H). 

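Pooling was set against the spread between samples. Over all pooled cells, the immune share of tumor plus immune cells was 5.64% in the vehicle group and 13.3% in the Xevinapant group. Pooled AC-like shares of malignant cells were 10.2% and 12.4%, pooled MES-like shares 12.3% and 15.2%, and pooled microglia shares of immune cells 59.6% and 34.0%. The immune difference was 7.64 percentage points pooled, and the microglia difference -25.6 pooled and -25.9 between the means of the samples.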

From the separated malignant cell distribution, we observed that AC-like (from 7.9 to 9.6%) and MES-like (from 2.7 to 4.3%) cell rations increased after Xevinapant treatment (Fig. 3I), indicating that Xevinapant did not only alter malignant tumor cells ratio in the whole tissue (Fig. 3C), but also affected tumor cell subtype distribution. 

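AC-like cells made up 9.96% ± 1.17 (SD, n = 3 samples) of the malignant cells in the vehicle group and 12.1% ± 1.30 (SD, n = 2) in the Xevinapant group, and each Xevinapant sample lay above each vehicle sample (exact permutation test, p = 0.1). MES-like cells made up 12.5% ± 1.38 (SD, n = 3) and 15.9% ± 2.90 (SD, n = 2), with overlapping groups (exact permutation test, p = 0.3). Both MES-like clusters moved, in opposite directions. That of 3163 cells, with no MES-like marker among its leading genes, went from 7.384% of all vehicle cells to 4.996% of all Xevinapant cells. That of 1572 cells, with 1 such marker there, went from 1.885% to 4.581%. The share of the class hides this. Without the Xevinapant sample of matrices 3 and 4 the AC-like difference fell from 2.10 to 1.19 percentage points, and without that of matrices 1 and 2 the MES-like difference fell from 3.395 to 1.344. Both shares depended on the clustering. At a resolution of 0.4 the AC-like difference was -3.17 percentage points, and at 1.6 the MES-like share of the vehicle group was 2.60%. From its own AC-like and MES-like shares the paper infers that Xevinapant affected the makeup of subtypes, besides the share of malignant cells in the tissue.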

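Of the immune cells, microglia made up 60.7% ± 6.76 (SD, n = 3 samples) in the vehicle group and 34.8% ± 16.9 (SD, n = 2) in the Xevinapant group (exact permutation test, p = 0.1). Macrophages rose from 11.9% ± 0.596 to 17.3% ± 1.63 without overlap between the groups (exact permutation test, p = 0.1), and monocytes made up 10.7% ± 4.16 and 21.9% ± 11.8 (exact permutation test, p = 0.2). Of the 638 monocytes 400 were in a cluster with no monocyte marker among its 10 leading genes, which included Arg1, Thbs1, Hmox1, Pf4 and Fn1, macrophage genes of Fig. 5E. All 8 macrophage markers and 2 of 5 monocyte markers had a level there nearer to macrophages than to the other monocytes, so its name is uncertain. It went from 4.02% ± 3.27 to 15.25% ± 12.65 of the immune cells (exact permutation test, p = 0.2), while the other monocytes, at 6.72% ± 3.46 and 6.61% ± 0.85, did not rise. Counted with macrophages it gives 15.95% ± 3.21 and 32.53% ± 14.28 (exact permutation test, p = 0.1), a grouping chosen after seeing the data. No macrophage cluster had a macrophage marker among its 10 leading genes either. The macrophage share followed the clustering, with a difference of -3.52 percentage points at a resolution of 1.6 and -3.78 at 0.4. Neutrophils made up 5.91% ± 5.13 and 14.8% ± 8.75 (exact permutation test, p = 0.3) and DCs 2.53% ± 1.15 and 3.84% ± 0.166 (p = 0.2 from the same exact test). B cells, NK cells, CD8 T cells and T cells of unnamed subtype each overlapped between the groups, with exact permutation p from 0.3 to 0.8. Without the Xevinapant sample of matrices 1 and 2 the differences shrank from -25.9 to -13.9 percentage points for microglia, from 11.1 to 2.78 for monocytes and from 8.88 to 2.69 for neutrophils, and without vehicle sample 2 that of DCs from 1.32 to 0.704. Of the 10 immune types tested, none reached p under 0.1, which the design does not allow.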

We then calculated specific immune cell ratio in the TME, and the result indicated that Xevinapant treatment also altered immune cells distribution in the TME (Fig. 3J). To compare the specific immune cell population within the context of the entire TME rather than within the total immune cell pool, we normalized each type of immune cell population to the total cell number in the tissue (Vehicle: 5.6%; Xevinapant: 14.3%). For this analysis we set the immune cell population in the Xevinapant treatment group as 100%. This allowed us to directly compare both treatment groups assuming equal total cell counts, enabling dynamic observation of how individual immune cell population shift across the TME. 

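Per 100 immune cells of the Xevinapant group, macrophages numbered 4.48 ± 1.03 (SD, n = 3 samples) in the vehicle group and 17.7 ± 10.3 (SD, n = 2) in the Xevinapant group. On the same scale neutrophils numbered 2.54 and 17.0, DCs 0.983 and 3.86, and CD4 T cells 0.343 and 1.0. As a share of tumor plus immune cells, macrophages were 0.665% ± 0.153 (SD, n = 3) and 2.63% ± 1.53 (SD, n = 2), and DCs 0.146% ± 0.077 and 0.573% ± 0.307 (exact permutation tests, p = 0.1 for each). Neutrophils were 0.377% ± 0.41 and 2.53% ± 2.42 (exact permutation test, p = 0.2), and CD4 T cells 0.051% ± 0.055 and 0.149% ± 0.186 (exact permutation test, p = 0.6). Microglia, at 3.34% ± 0.459 and 4.53% ± 0.075, and monocytes, at 0.638% and 3.69%, also lay higher in each Xevinapant sample (exact permutation tests, p = 0.1), the monocytes with most cells in a cluster whose name is uncertain. Without the Xevinapant sample of matrices 1 and 2 the difference fell from 1.96 to 0.881 percentage points for macrophages, from 2.16 to 0.445 for neutrophils, from 0.427 to 0.210 for DCs and from 3.05 to 0.658 for monocytes. For CD4 T cells it ran from -0.034 without the sample of matrices 3 and 4 to 0.229 without that of matrices 1 and 2.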

Notably, Xevinapant treatment dramatically increased the proportions of several immune cell types compared to the vehicle group, including macrophage (from 17.1 to 49.0%), CD4 T cell (from 0.17 to 1.4%) and DCs (from 1.1 to 3.7%) and neutrophil (from 3.9 to 16.5%) ration compared to vehicle control (Fig. 3K).

To validate these observations, we further investigate the immune cell infiltrate profile in the GBM TME. Tumor samples were harvested immediately after treatment administration and analyzed by flow cytometry to compare the immune cell profile between vehicle and Xevinapant treatment (Fig. S6A). We first observed a significant increase in the total immune cell density of CD45^+^ cells within the TME in Xevinapant treatment group (Fig. S6 B). Next, analysis of CD45⁺ immune cells subpopulation in the TME demonstrated a broad increase in lymphocyte populations in response to Xevinapant treatment (Fig. S6C). Specifically, Xevinapant treatment induced a rapid increase of T cells, including CD4^+^ T cells and CD8^+^ T cells (Fig. S6D-E). Additionally, increases of myeloid cell populations were detected in the Xevinapant treatment group, including macrophage (Mφ, Fig. S6F), DCs (Fig. S6G) and neutrophil (Fig. S6H). All these results demonstrated that Xevinapant activates the immune response and strongly impacts the whole TME, which was immunosuppressed before treatment.

### Gene enrichment indicates related biological events induced by Xevinapant treatment

Next, we performed gene enrichment analysis to understand the impact of Xevinapant on both the malignant tumor cells and immune cells. 

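The Hallmark sets were not used here, so textbook lists of genes were tested in counts summed per sample and class. In OPC-like cells, which held 70625009 to 170646820 UMIs per sample, the 47 hypoxia genes had a median log2 fold change of 0.31 after Xevinapant (limma's camera test, adjusted p = 1.39e-07 over 17 lists). The median fell to 0.019 without 1 sample and reversed to -0.096 with a Reactome hypoxia set. In NPC-like cells, which held 1494011 to 10817595 UMIs per sample, the 37 glycolysis genes had a median of -0.018 and a mean of 0.057 (camera, adjusted p = 0.758).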

We observed that hypoxia was the most enriched biological event in OPC-like cells while glycolysis was most enriched in NPC-like cells (Fig. 4A-B). 

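In AC-like cells the 44 apoptosis genes had a median log2 fold change of 0.06 (camera, adjusted p = 0.116) and the 46 hypoxia genes one of 0.14 (camera, adjusted p = 0.00476). In MES-like cells the 43 apoptosis genes had a median of 0.07 (camera, adjusted p = 0.146). With Reactome sets these medians reversed, to -0.064, -0.098 and -0.084. For hypoxia in AC-like cells the adjusted p was 0.104 with another seed of the clustering, which was chosen after seeing the data. Per sample AC-like cells held 5420918 to 23176635 UMIs and MES-like cells 11964513 to 28366862.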

Xevinapant mostly induced apoptosis and hypoxia in AC-like cells, while apoptosis was the most enriched biological event in MES-like cells (Fig. 4C-D). Meanwhile, Xevinapant showed strong suppression of E2F signaling in MES-like and AC-like cells (Fig. 4C-D). 

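The 64 E2F genes had a median log2 fold change of -0.50 in MES-like cells (camera, adjusted p = 1.82e-20) and of -0.28 in AC-like cells (camera, adjusted p = 1.73e-16). Camera was run at its preset correlation of 0.01 between genes. Across the 17 lists it called 9, the E2F list in AC-like cells, MES-like cells, DCs and microglia and the hypoxia list in OPC-like cells, AC-like cells, macrophages, DCs and neutrophils. None of the 9 passed under limma's fry (adjusted p 0.195 to 0.529) or with the correlation estimated from the data (adjusted p 0.441 to 0.639).

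**Figure D2:**
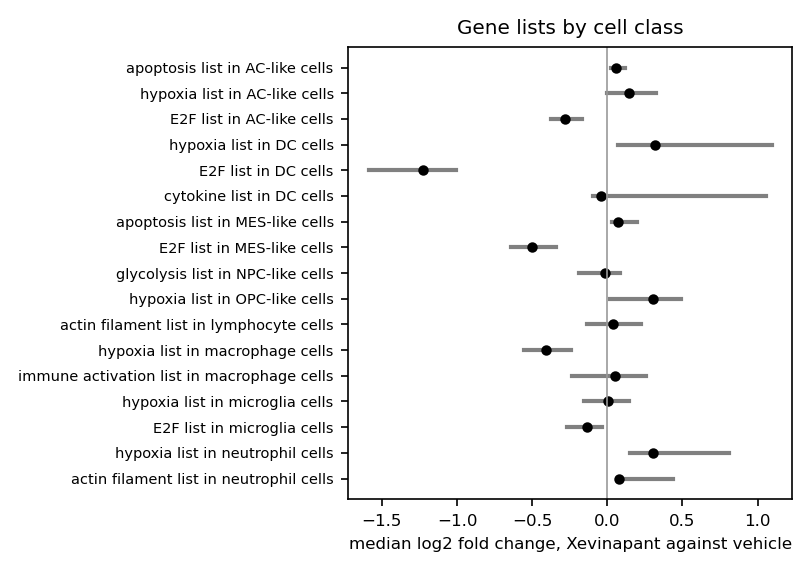
Median log2 fold change of each gene list, Xevinapant against vehicle (horizontal axis), for the list and cell class named on the left. Points are the values from all samples and bars the lowest and highest value with 1 sample left out. The E2F list lies furthest below 0, at -1.23 in DCs.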

To explore the transition between different subtypes of GBM, we extracted all the tumor cells with different subtypes and applied unsupervised trajectory analysis using Monocle3 (Fig. 4E). Trajectory analysis revealed a major lineage starting from NPC- and OPC-like tumor cells, corresponding to the proneural (PN) type of GBM classified by TCGA, to AC-like tumor subtypes, while there was also a minor branch toward MES-like cell state after continuous Xevinapant treatment (Fig. 4E). 

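Monocle 3 was not used here. Pseudotime was computed by diffusion from the NPC-like cells over 34741 malignant cells with the libraries centred, and given as percentile. The mean of the sample medians was 43.6 ± 11.1 (SD, n = 5 samples) for OPC-like, 57.3 ± 10.5 for MES-like and 90.3 ± 0.67 for AC-like cells. NPC-like cells, at 34.8 ± 44.2, stood apart by treatment, at 2.66 in the vehicle group and 83.01 in the Xevinapant group, and at 2.85 and 11.8 without the centring. OPC-like cells stood at 37.3 in the vehicle group and 53.2 in the Xevinapant group, and MES-like cells at 50.5 and 67.4, while AC-like cells, at 89.9 and 90.9, moved little. AC-like cells lay 46.65 percentiles beyond OPC-like cells, 44.1 to 50.5 with 1 sample left out of the mean and pseudotime not computed again. With an OPC-like root the NPC-like cells moved to 89.4, so the order of NPC-like and OPC-like cells was set by the root.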

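Across the whole malignant class, which held 96726651 to 234051672 UMIs per sample, the 47 hypoxia genes had a median log2 fold change of 0.29 (camera, adjusted p = 3.54e-08 over 164 list and class tests, fry adjusted p = 0.356). The median was 0.25 in NPC-like cells (camera adjusted p = 0.0805), 0.07 in MES-like cells (camera adjusted p = 0.0618), 0.20 in endothelial cells (camera adjusted p = 1.11e-08, fry adjusted p = 0.394) and 1.01 in fibroblasts (camera adjusted p = 3.27e-33, fry adjusted p = 0.168).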

Combining these results, we demonstrate that following Xevinapant treatment, the whole tumor became more hypoxic. 

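OPC-like cells made up 71.3% ± 3.51 (SD, n = 3 samples) of the malignant cells in the vehicle group and 67.5% ± 0.398 (SD, n = 2) in the Xevinapant group (exact permutation test, p = 0.3). The Xevinapant samples still differed within that class. An OPC-like cluster of 1615 cells held 675 and 656 cells from matrices 3 and 4 but 15 and 19 from matrices 1 and 2. NPC-like cells made up 4.49% ± 2.38 (SD, n = 3) and 3.64% ± 2.16 (SD, n = 2) (exact permutation test, p = 0.7), and the sign of that difference changed with the sample left out, from -2.38 to 0.674 percentage points.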

Persistent OPC- and NPC-like cells became Xevinapant tolerant and evaded apoptosis subsequently transitioning towards more resistant MES- and AC-like cell types. Meanwhile, MES- and AC-like cells showed resistant properties yet both cell types still underwent apoptosis induction. To further assess the TME between vehicle and Xevinapant treatment, we analyzed gene enrichment within the different types of immune cells. 

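In macrophages, which held 306362 to 2576746 UMIs per sample, the 44 hypoxia genes had a median log2 fold change of -0.41 (camera, adjusted p = 2.19e-10), with both Xevinapant samples below all vehicle samples. With each cell named by its highest marker score the list was called as higher, at 0.28 (camera, adjusted p = 0.000992). In microglia the 44 genes had a median of 0.005 while the test pointed down (camera, adjusted p = 0.758). The median was 0.30 in neutrophils over 36 genes (camera, adjusted p = 0.00539) and 0.32 in DCs over 21 genes (camera, adjusted p = 0.00539). Both classes had 2 samples per group, since vehicle sample 2 held 8 neutrophils and 3 DCs. The E2F list had a median of -1.23 in DCs over 29 genes (camera, adjusted p = 2.95e-21) and -0.14 in microglia over 64 genes (camera, adjusted p = 0.000378), and in microglia the Reactome set gave 0.087. RNA from other cells is present in these classes: tumor transcripts stood at 8.4% of the malignant level in vehicle macrophages and 5.9% in Xevinapant macrophages.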

Interestingly, hypoxia signaling was induced and enriched in macrophage, microglia, neutrophil and DCs after Xevinapant treatment (Fig. 4F-I), while Xevinapant suppressed E2F signaling in DCs and microglia (Fig. 4J-K). Notably, the oxidative phosphorylation signaling was inhibited in CD4 T cells (Fig. 4L), while the TME recruited more CD4 T cells after Xevinapant treatment (Fig. 3J). 

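CD4 T cells numbered 3, 0 and 11 in the vehicle samples and 1 and 30 in the Xevinapant samples, so a single sample per group held the 10 cells required for a test and oxidative phosphorylation genes were not tested in this class. The cluster so named had Il2ra, Foxp3 and Ctla4 among its leading genes, so other kinds of CD4 T cells may lie outside it. Its share of immune cells was 0.893% ± 1.07 (SD, n = 3) in the vehicle group and 1.51% ± 2.01 (SD, n = 2) in the Xevinapant group (exact permutation test, p = 0.6). With 1 sample left out the difference ran from -0.807 to 2.04 percentage points.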

We then utilized Gene Ontology (GO) enrichment analysis to identify the biological significance of enriched genes in different immune cells. 

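Gene Ontology terms were replaced by textbook lists. In DCs the 11 cytokine genes tested had a median log2 fold change of -0.044 and a mean of 0.249, while the test pointed up (camera, adjusted p = 0.553), and the median ran from -0.10 to 1.06 with 1 sample left out. In macrophages the 49 immune activation genes had a median of 0.051 and a mean of 0.026 (camera, adjusted p = 0.581), and the median ran from -0.24 to 0.26.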

Interestingly, GO enrichment analysis demonstrated that, after Xevinapant treatment, cytokine production is enriched in DCs (Fig. 5A), while macrophages were correlated with immune response activation (Fig. 5B). 

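In neutrophils, which held 17290 to 358221 UMIs per sample tested, the 44 actin filament genes had a median log2 fold change of 0.08 (camera, adjusted p = 0.44). It was 0.526 with each cell named by its highest marker score, and past the threshold there. In lymphocytes, which held 36351 to 319439 UMIs per sample, the 40 actin filament genes had a median of 0.04 and a mean of -0.014, with the test pointing down (camera, adjusted p = 0.888).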

Whereas the neutrophil and lymphocyte were undergoing actin filament organization, indicating their migration and subsequent activation of overall immune response (Fig. 5C-D). We then used gene alterations in malignant tumor cell, DCs, macrophage, lymphocyte, endothelial cells, fibroblast, and neutrophil as a signature profile for Xevinapant treatment (Fig. 5E). 

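Fig. 5E names 40 pairs of gene and class, of which 37 had enough counts for a test on counts summed per sample. Of these 37, 32 changed in the direction of the figure. The samples of the groups did not overlap in 22 of the 32 tested with 3 samples against 2, where chance gives 20% of genes, and in 5 of the 5 tested with 2 against 2, where it gives 33.3%. Chance is a low bar for these genes, since the study picked them as changed on the same samples. By edgeR's quasi-likelihood test 2 passed an adjusted p of 0.05 over all genes of their class, and 28 did when adjusted over the list alone, which is not independent evidence either. Fibroblast genes went with the figure in 9 of 9 and macrophage genes in 6 of 10. Over all genes Ndrg1 (ENSMUSG00000005125, GRCm38 chromosome 15 from 66929318 to 66969640) passed in fibroblasts and in endothelial cells. In fibroblasts it rose from 68.4 ± 22.3 CPM (counts scaled to library size; SD, n = 3) to 338 ± 89.6 (SD, n = 2), a log2 fold change of 2.26 (standard error 0.28, edgeR adjusted p = 0.0299). In endothelial cells it rose from 54.7 ± 17.2 to 212 ± 50.6 CPM, a log2 fold change of 1.97 (standard error 0.24, edgeR adjusted p = 0.0165). For Ndrg1 in fibroblast cells the adjusted p ran from 4.03e-08 with DESeq2 to 0.315 with each cell named by its highest marker score. It was 0.254 without the vehicle sample of matrices 1 and 3 and 0.13 without vehicle sample 2, and 0.0517 with library size alone. For Ndrg1 in endothelial cells it ran from 1.25e-20 with no low-count filter to 0.235 without the vehicle sample of matrices 1 and 3. It was 0.0933 without vehicle sample 4, 0.0658 with naming by the highest marker score, 0.0569 with the block on the matrix number and 0.0719 with each matrix as 1 mouse, the last chosen after seeing the data.

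**Figure D3:**
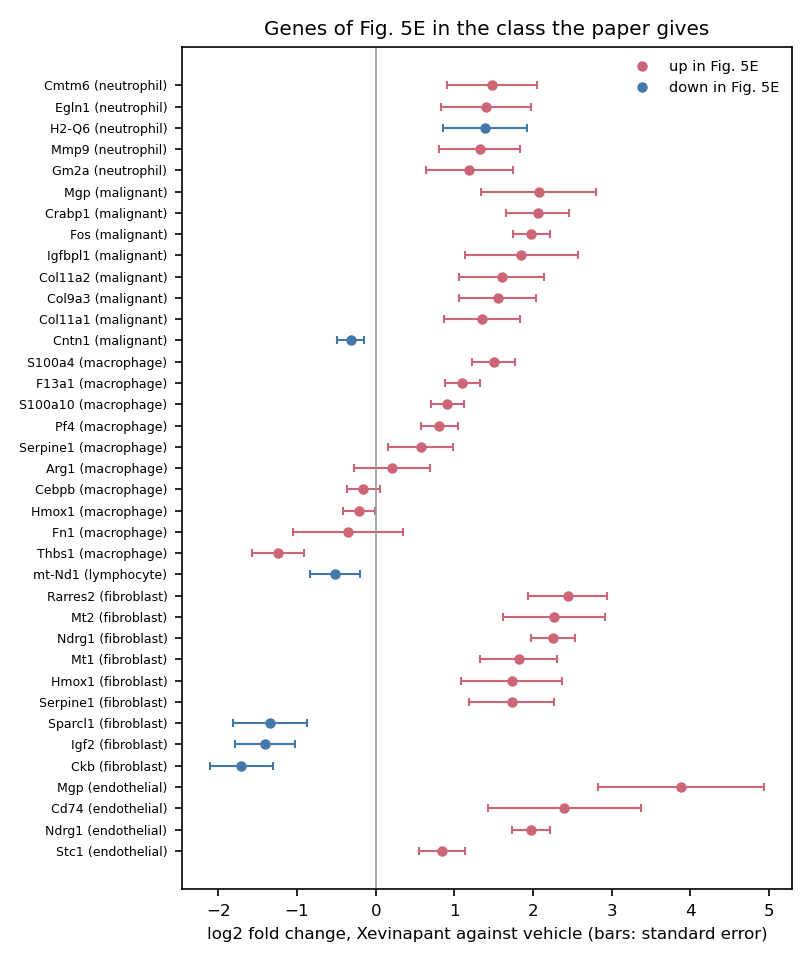
Log2 fold change, Xevinapant against vehicle (horizontal axis), of the genes of Fig. 5E in the class the paper gives, for the 37 tested. Points are edgeR estimates with the standard error as bars, coloured by the direction in the figure. Of the 31 genes that the figure shows as up, 27 lie above 0.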

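Over all genes of a class, edgeR called 130 higher and 182 lower in NPC-like cells, 16 higher and 2 lower in endothelial cells, 5 higher and 3 lower in fibroblasts, 6 higher and 3 lower in macrophages and 7 higher in microglia at an adjusted p of 0.05. It called 1 higher and 2 lower in neutrophils, 2 higher and 3 lower in DCs and 1 higher in lymphocytes. The NPC-like count was 0 with no doublets removed, with 1077 genes at an unadjusted p under 0.05, and 2 with each cell named by its highest marker score. In the malignant class edgeR called 0 of 14490 genes, in OPC-like cells 0 of 14127, in AC-like cells 0 of 12294 and in MES-like cells 0 of 12669. At an unadjusted p under 0.05 there were 1615, 1223, 1187 and 2013, while DESeq2 called 246, 71, 116 and 512. The malignant count moved most, to 679, with each matrix counted as 1 mouse, which was chosen after seeing the data.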

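Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850) stood at 1590 ± 180 CPM (SD, n = 2 samples) in vehicle neutrophils and 3910 ± 2160 (SD, n = 2) in Xevinapant neutrophils, a log2 fold change of 1.32 (standard error 0.51, edgeR adjusted p = 0.634). Arg1 (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484) changed by 0.21 in macrophages (standard error 0.48, edgeR adjusted p = 0.92), from 808 ± 463 to 937 ± 251 CPM, and by -0.09 to 0.79 with 1 sample left out. Thbs1 (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133) changed by -1.24 in macrophages (standard error 0.33, edgeR adjusted p = 0.24) and by -0.43 in fibroblasts (standard error 0.42, edgeR adjusted p = 0.701). In macrophages it rose by 0.83 with each cell named by its highest marker score and by 1.02 with no doublets removed. Igfbpl1 (ENSMUSG00000035551, chromosome 4 from 45809468 to 45826923) rose from 200 ± 16.1 to 1000 ± 569 CPM in NPC-like cells, a log2 fold change of 2.33 (standard error 0.33, edgeR adjusted p = 0.0274). It no longer passed without any of the vehicle samples in turn, at an adjusted p of up to 0.124. Col11a1 (ENSMUSG00000027966, chromosome 3 from 114030540 to 114220718) changed by 1.33 in OPC-like cells (standard error 0.48, edgeR adjusted p = 0.574), and by 0.39 at the least with 1 sample left out. Its paralog Col11a2 (ENSMUSG00000024330, chromosome 17 from 34039437 to 34066685), which Fig. S7 plots, changed by 1.57 there (standard error 0.54, edgeR adjusted p = 0.574). Coordinates are those of GRCm38.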

Notably, we observed that *MMP9* expressed was only altered in Neutrophils with Xevinapant treatment (Fig. S7A); *Arg1*, as an immunosuppression marker was altered in macrophages (Fig. S7B); *Thbs1* alteration was enriched in macrophages as well as fibroblast (Fig. S7C); *Lgfbpl1* alteration was enriched only in NPC-like cells, while *Col11a1* was enriched in most of the OPC-like cells (Fig. S7D-E). We also found that these cell type-specific signature genes are highly correlated in different ways (Fig. S8). Specifically, in malignant tumor cells, major correlation is through shared signaling pathway network (Fig. S8A); in macrophage, these genes correlate by co-expression (Fig. S8B); in endothelial cells, these genes correlate through related protein physical interaction (Fig. S8C); in fibroblast, genes correlate through co-expression and related protein co-localization (Fig. S8D); and in neutrophil, major correlation is protein physical interaction (Fig. S8E). All these observations suggest that Xevinapant treatment did not only suppress tumor progress and induce apoptosis but also reprogram the whole tumor and associated TME. Taken together, Xevinapant treatment impacts GBM tumors in three major aspects, (i) overcomes tumor apoptosis evasion (by IAPs inhibition) and attenuates tumor progression; (ii) activates immune response and disrupts immunosuppressive environment; (iii) stimulates malignant tumor cells towards treatment-resistant states following sustained exposure. All these results above from Figs. 2, 3, 4 and 5 indicated that Xevinapant treatment positively reprograms and disrupts GBM tumor immunosuppressive environment, however, adaptive resistance is inevitable.

**Fig. 4:**
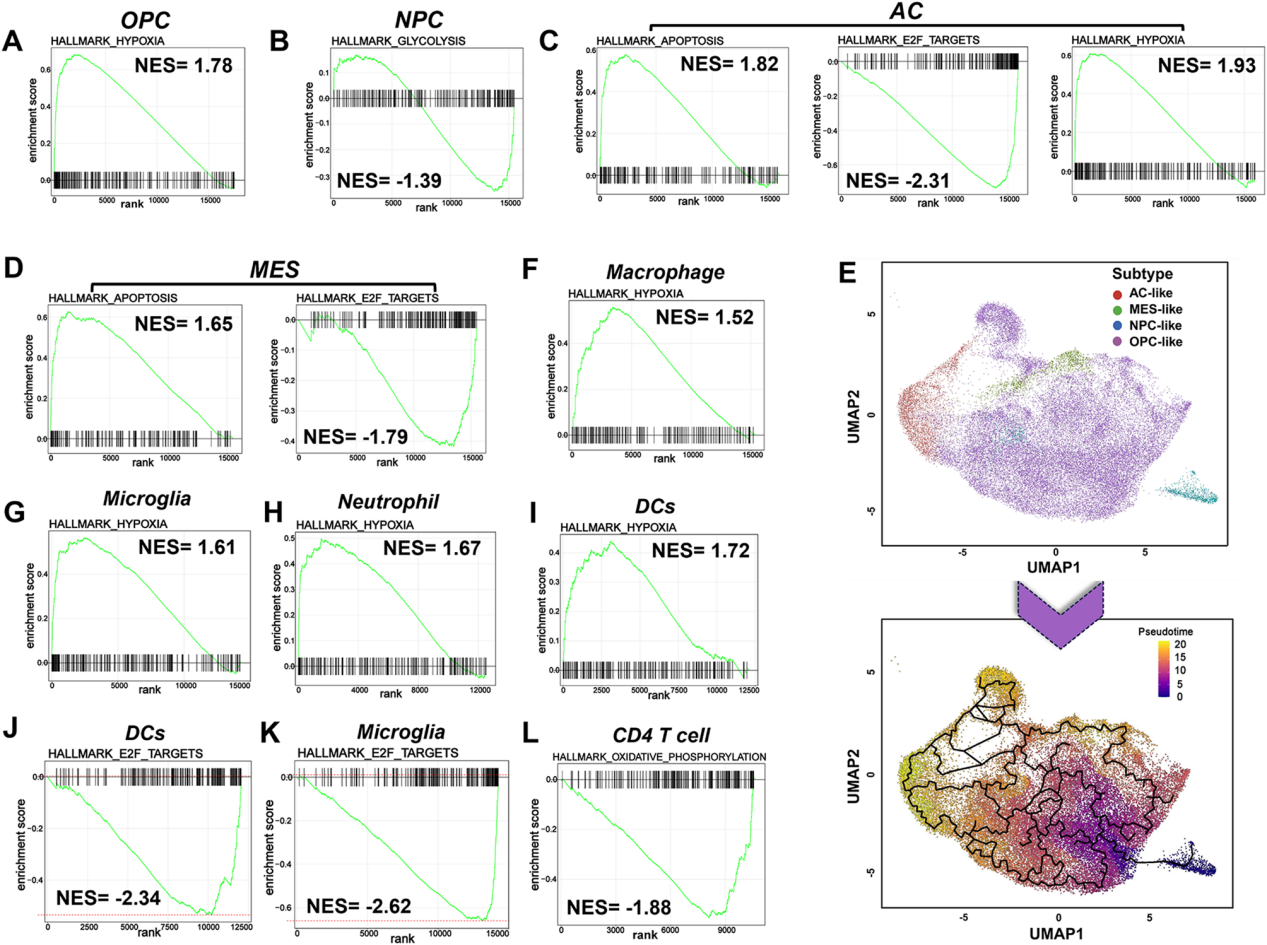
Gene enrichment indicates related biological events induced by Xevinapant treatment. **A**-**D**. Most enriched biological events in 4 kinds of subtypes of GBM tumor cell. **E**. Up: Unsupervised trajectory analysis of tumor cells was conducted using monocle. Down: Trajectory analysis using Monocle3demonstrates a major transition starting from OPC- and NPC-like to AC-like and MES-like. Each dot represents a single cell, colored by cell type in GBM. **F**-**L**. Most enriched biological events in immune cells

**Fig. 5:**
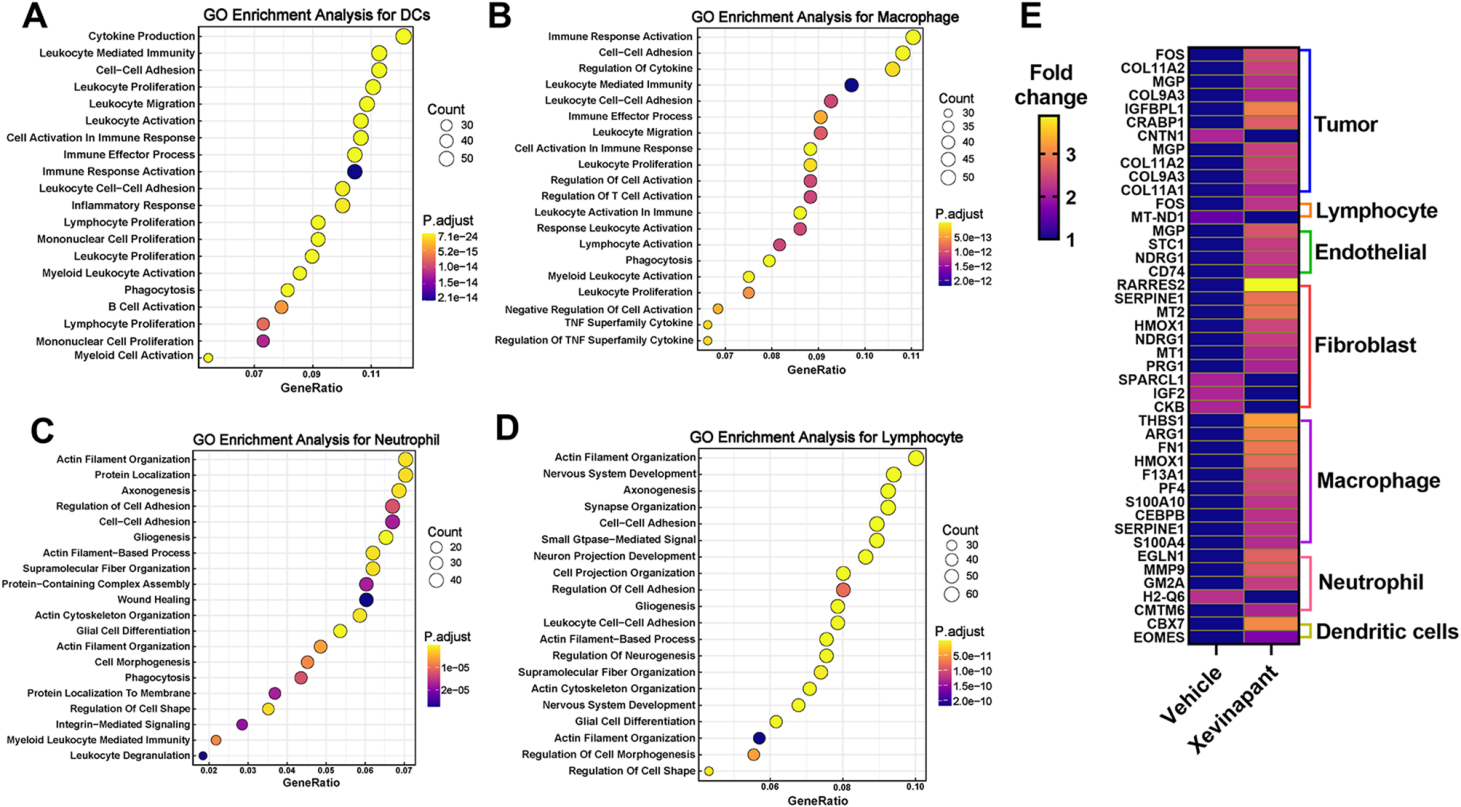
Identify the biological significance of enriched genes in different immune cells. **A**-**D**. Bubble plots showing the functional enrichment analysis of upregulated differentially expressed genes (DEGs) in Gene GO enrichment analysis of DCs (**A**), macrophage (**B**), neutrophil (**C**) and lymphocyte (**D**). **E**. The most up/down genes in different cell types. Fold change > 1

### Identify effective drug combinations to overcome Xevinapant resistance 

Taking all the evidence together, we found out that Xevinapant suppressed tumor growth in vivo by apoptosis induction and reprogramed immunosuppressive TME. However, Xevinapant treatment induces tumor evolution towards a resistant state with MES- and AC-like properties and highly hypoxic tumor TME. To validate this resistant phenotype in vivo, we took advantage of ex vivo drug response assay using tumor cells freshly isolated from Xevinapant-treated and vehicle control mice (Fig. S9A). After 3 days of treatment, there was no difference in viability between the vehicle and treatment groups (Fig. S9B). However, cells from treated tumors exhibited significantly reduced sensitivity to Xevinapant, in terms of viability after 6 days of treatment, compared to cells from untreated tumors (Fig. S9B), even though the treatment had been withdrawn for 3 days (Take off experiment 2: TF2, Fig. S9C). Notably, when the treatment was administered for 3 days, withdrawn for 3 days, and then reintroduced for another 3 days, the isolated cells did not exhibit significant resistance based on viability (Take off experiment 1: TF1, Fig. S9C). All these observations confirm that Xevinapant resistance can develop in vivo and a drug holiday between short-term treatments can effectively reduce resistance. Thus, we examined if Xevinapant treatment induced resistance-related signature marker gene could be targeted with small molecule inhibitor(s) (Fig. 6A). Such molecules could potentially reverse the gene expression, revert the tolerance, and inhibit the growth and progression of GBM tumor when combined with Xevinapant. We hypothesized that genetic perturbations contributing to the signature genes are potentially parts of upregulated networks that can be targeted effectively by drugs that can disrupt those networks. 

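Of the genes that the paper lists for qRT-PCR, 54 could be tested in the malignant cells, of which 26 were higher and 28 lower after Xevinapant. The log2 fold changes ran from -1.10 to 2.62. A log2 fold change above 0.5 was found for 25 and one below -0.38 for 27, and 47 to 53 genes passed either limit with 1 sample left out. Over all 14490 genes tested, 1757 lay above the upper limit and 1143 below the lower. At an adjusted p of 0.05 edgeR called 0 of the 54 over all genes and 44 adjusted over the list alone, and DESeq2 called 25 over all genes. With 1 sample left out the count adjusted over the list alone ran from 17, without the Xevinapant sample of matrices 1 and 2, to 48. The study chose the genes on these samples, so the second count is not independent evidence.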

We identified resistance-related up (log_2_ > 0.5) /down (log_2_<-0.38) regulated genes in tumor cells from our scRNA-seq (Fig. S10A, 69 genes in total) and further performed qRT-PCR using developed Xevinapant-resistant GSCs to validate these genes expression in GSCs (Fig. S10B, fold change > 1.5). 42 validated genes were constituted as our gene signature of acquired Xevinapant resistance (Figs. 6A and 24 most up-regulated genes and 18 most down-regulated genes).

**Fig. 6:**
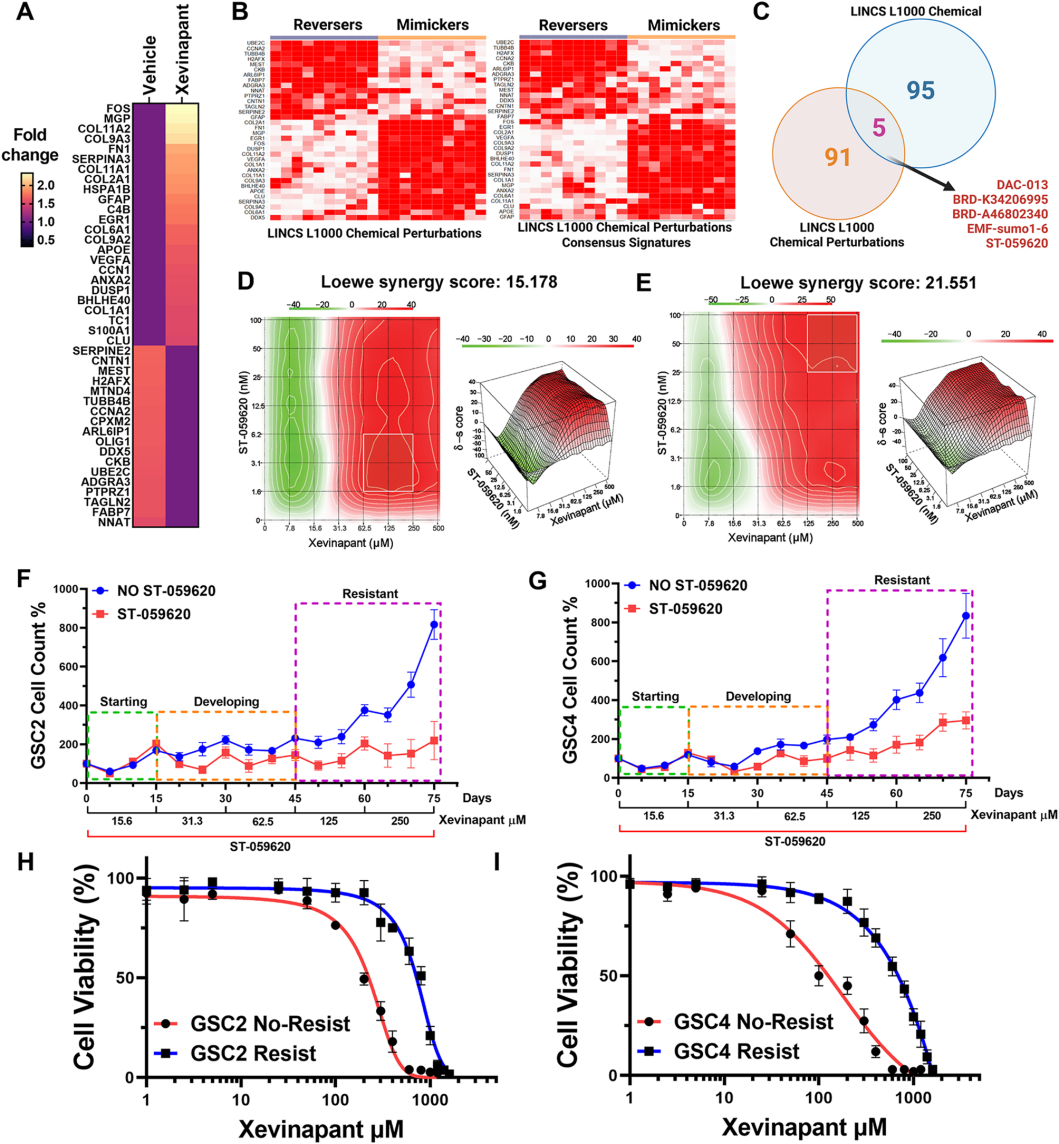
Identify effective drug combinations to overcome Xevinapant resistance. **A**. Gene signature was used for querying LINCS. **B**. The mimickers and reversers in LINCS L1000 Chemical Signature and LINCS L1000 Chemical Perturbations according to our gene signature. Clustergrams for the top 10 up- and down-regulating signatures of the input gene set were shown. **C**. Venn diagram of cross-analysis of reversers from two different libraries above. **D**-**E**. Synergy index of agents Xevinapant and ST-059620 in GSC2 (**D**) and GSC4 (**E**) were analyzed by SynergyFinder. *n* = 3. GSC2: Synergy score = 15.178. GSC4: Synergy sore = 21.551. **F**-**G**. Development of Xevinapant-resistant GSCs with or without ST-059620. *n* = 3; Mean ± SEM. H-I. Xevinapant response curves in developed acquired resistant and none-resistant GSCs. *n* = 3; Mean ± SEM

Accordingly, we then took advantage of a public drug-response signature database Library of Integrated Network-based Cellular Signatures (LINCS), which catalogs gene expression responses to small molecule inhibitors in cancer cell lines that were analyzed as described in the Methods section. The list of potential “resistant-driven” gene signatures in GBM tumor cells after Xevinapant treatment was queried to the LINCS drug response signatures. We looked for “reversers” small molecules in LINCS L1000 Chemical Perturbation Signatures and LINCS L1000 Chemical Perturbation Consensus Signatures libraries. These reverser small molecules exhibited reversed signature gene expression pattern on cancer cells compared to our signature. (Fig. 6B, Clustergram for the top 10 up- and down-regulating signatures of the input gene set in these 2 signature libraries as reversers or mimickers). We then cross-analyzed the top 100 small molecule “reversers” within two chemical libraries and found 5 compounds overlapped including ST-059620, BRD-K3406995, BRD-A46802340, DAC-013 and EMF-sumo1-6 (Fig. 6C), which potential in combination with Xevinapant may potentially reverse treatment-induced adaptive resistance and improve therapeutic outcomes. Thus, in this study, we assessed the combination effect of Xevinapant and one of the compound candidates ST-059620 (7,8,3’,4’-Tetrahydroxyflavone). First, we quantified drug interactions between Xevinapant and ST-059620 in GSCs (GSC2 & GSC4), and we calculated the drug combination index utilizing the Loewe drug interactions model. We applied eight doses for each drug. The drugs were combined on a grid, where each drug was linearly increased in one axis. All drug responses were determined by viability assessment. As shown (Fig. 6D-E), two-drug combinations demonstrated potent synergistic effects in GSCs (synergy score = 15.178 and 21.551). We also queried the list of potential “resistant” gene signatures after Xevinapant treatment to the LINCS gene expression libraries including LINCS shRNA, LINCS CRISPR knockout, LINCS CRIPSR and LINCS overexpression signatures. No overlap gene was detected but there were several common genes with three or two signature libraries overlap (Fig. S9B-C). Next, we investigated whether ST-059620 can prevent or reverse the evolution of GSCs tolerance/resistance to Xevinapant treatment. We monitored the evolution of Xevinapant resistance in GSCs (GSC2 & GSC4) during Xevinapant treatment with ST-059620 or without ST-059620 as control. In the first 2 weeks (starting period), there was no difference between the ST-059620 group and the control (Fig. 6F-G). As the concentration increased, from 25 days (developing period), the growth rate of groups with or without ST-059620 started to diverge (Fig. 6F-G). 45 days later (resistant period), there was a significant difference between the groups with or without ST-059620, as the concentration increased to 125 and 250 µM (Fig. 6F-G), suggesting that the Xevinapant treatment GSCs had become resistant, and ST-059620 was able to reverse or prevent this evolution. We then tested drug response using these newly developed resistant/non-resistant GSCs (in Fig. 6F and G), that have been treated with Xevinapant or Xevinapant plus ST-059620. The drug-response curve indicated that treatment of GSCs with Xevinapant and ST-059620 combination was effective in preventing the “resistant” cell state (Fig. 6H-I), which validated our observation during the development of Xevinapant-resistant GSCs. These observations successfully validated our query and analysis from LINCS, demonstrated that the combination therapy of Xevinapant and selected “anti-acquired resistance” molecule is an impactful strategy that can possibly address potential Xevinapant resistance.

## Discussion

Futilities with second-line therapies for GBM, as well as recent failures in GBM immunotherapy trials, underscore the desperate need for new therapeutic paradigms in GBM [48, 49], which remains one of the most aggressive and lethal cancers. The challenges in treating GBM from several factors, (i) tumor heterogeneity; (ii) blood-brain barrier limits the efficacy of many systemic therapies; (iii) therapeutic resistance; (iv) invasive and immunosuppressive TME. Since current treatment options for GBM offer limited success, ongoing research into innovative therapeutic strategies is crucial to improving the prognosis for patients with this challenging malignancy. Further, immunosuppression remains a huge obstacle to impactful immunotherapy strategies for GBM. Here, we show that strategic modulation of the TME in GBM with SMAC mimetics can enhance anti-tumor immune response in GBM, providing a novel therapeutic avenue in GBM. Here, we have systemically characterized the impact of SMAC mimetic modulation of the GBM TME highlighting alterations in cellular and molecular heterogeneity at the single cell resolution.

In the current study, we took advantage of Xevinapant, a SMAC mimetic to facilitate apoptosis in GSCs and activate an immune response in the TME through degradation of its targets *BIRC2* and *BIRC3*. We observed that Xevinapant significantly induced apoptosis in both human and mouse GSCs. Furthermore, in our orthotopic intracranial models, Xevinapant treatment significantly prolonged animal overall survival bearing human or mouse GSCs compared to vehicle control. These observations confirmed that Xevinapant is a potent drug with potential clinical applicability for GBM. To further explore this aim, we employed scRNA-seq to comprehensively assess the effect of Xevinapant on the GBM TME. Our scRNA-seq data analysis demonstrates interesting yet complex aspects of Xevinapant treatment. Most importantly, we revealed that Xevinapant treatment positively reprogramed the immunosuppressive TME in several ways: (i) increasing the immune cells infiltration into the tumor tissue; (ii) increasing CD4 T cells, macrophages, neutrophils and DCs; (iii) inhibiting E2F signaling which is a critical transcription factor that negatively regulates the maturation of DCs; and (iv) positively regulating cytokine production and activating immune response signaling pathway. Taken together, our results suggest that Xevinapant treatment significantly induces immune response activation. These observations are consistent with other studies that SMAC mimetic treatment affects intratumoral immune cell infiltration and reprogram GBM TME [31, 33]. Activating the immune response against GBM is a critical area of research due to the tumor’s immunosuppressive environment. SMAC mimetic agents like Xevinapant that disrupt the immunosuppressive signals in the GBM TME and improve immune responses will undoubtedly provide new therapeutic potential to combine with immune checkpoint inhibitors as new treatment strategy [33]. Interestingly, while Xevinapant induced apoptosis in GBM cells, treatment-induced resistant evolution of the GBM tumor cells was inevitable. Here, we have also revealed that prolonged treatment with Xevinapant over time reprogrammed GBM tumor cells towards MES- and AC-like subtypes. AC-like and MES-like are two subtype cells which are characterized by malignancy, enhanced inflammatory response, altered metabolism and stem cell properties [50, 51]. The above phenotypes as associated with treatment resistance and immune suppression rendering AC-like and MES-like difficult-to-treat tumor cell types. However, in this study, we found that although AC-like and MES-like cells are generally resistant, Xevinapant treatment successfully induced apoptosis in both AC-like and MES-like cell types. Another noteworthy observation was that hypoxia was a major biological event associated with Xevinapant treatment. While this hypoxic TME state did not compromise Xevinapant-mediated apoptosis in GSCs, sustained tumor hypoxia from long-term treatment could promote tumor metabolic and survival adaptation. Further mechanistic studies are warranted to dissect the underpinnings of Xevinapant induced tumor hypoxia.

Therapeutic tolerance is inevitable in oncology. Although Xevinapant was highly effective in inducing GSCs apoptosis and reprogramming the immunosuppressive TME, we encountered drug tolerance. We hypothesized that Xevinapant efficacy in GBM can be improved and sustained by anticipating and prospectively targeting potential genes that drive treatment resistance. We have generated signatures of tumor resistance trajectory as impacted by Xevinapant, which represent the unique patterns of response at the molecular level. Accordingly, in an effort to identify molecules that can synergize with Xevinapant, we leveraged and queried the LINCS resource, which created a comprehensive database of cellular signatures secondary to genetic and pharmacological perturbations. Using this strategy, we have uncovered a new set of agents that can ameliorate Xevinapant tolerance in GBM. Notably, one of the agents, ST-059620, demonstrated robust in vitro synergy with Xevinapant and prevented GSCs from Xevinapant-induced resistance. With this promising result, our future studies will focus on further investigating these combinatorial synergies. It is worthwhile noting SMAC memetics have established synergies with chemoradiation [52–54], and immunotherapy [33] in GBM, however, this is first report of a new class of agents that can synergize with SMAC mimetics.

The heterogeneity of GSCs remains a significant and unresolved challenge. Numerous studies have demonstrated that GSCs display substantial diversity in its functional behavior, gene expression profiles, and therapeutic responses, reflecting the extensive intratumoral heterogeneity of GBM. The isolation and definitive identification of GSCs are complicated by the reliance on surface markers such as CD133 and CD15. These markers’ expression is often inconsistent and not exclusively restricted to GSCs populations. Moreover, in vitro culture and xenotransplantation models can introduce selective pressures that influence the apparent properties of GSCs and make it difficult to mimic the native tumor environment. Recent study emphasized that GSCs heterogeneity largely arises from intrinsic tumor plasticity shaped by dynamic interactions with the TME, challenging the notion of a static, hierarchically organized stem cell pool [55]. Advances in single-cell transcriptomics, lineage tracing, and spatial profiling have further supported the concept of a fluid, plastic GSC state rather than a fixed subpopulation. The current consensus acknowledges that GSCs cannot be adequately defined by a single marker or assay, underscoring the need for integrated molecular, functional, and spatial approaches. Continued refinement of GSC models will be critical for the development of more effective, targeted therapies against the resilient and adaptable stem-like compartment of GBM.

In our study, Xevinapant has been shown to effectively kill GSCs both in vitro and in vivo; however, its treatment can also induce a shift toward more resistant cellular states. Despite its cytotoxic potential, stem-like GBM cells often exhibit resistance to Xevinapant, reflecting the intrinsic heterogeneity of the GSCs population. These cells are not uniform, while some subsets may be more susceptible to apoptosis through IAP inhibition, the others rely on alternative survival pathways. Even within the same tumor, variability in gene expression, differentiation state, or metabolic profile can influence drug sensitivity. Xevinapant induces apoptosis by antagonizing IAPs such as cIAP1 (*BIRC2*) and cIAP2 (*BIRC3*), but GSCs frequently activate compensatory pro-survival mechanisms, including NF-κB and PI3K/AKT pathways, which can mitigate the drug’s apoptotic effects. Additionally, the TME of GBM can promote GSCs survival and resistance through hypoxia, cytokine signaling, and interactions with surrounding niche cells. TME driven upregulation of anti-apoptotic proteins or suppression of death receptor signalings may significantly reduce Xevinapant’s efficacy. Importantly, even initially sensitive GSCs can develop adaptive resistance by upregulating compensatory survival proteins such as MCL-1 or survivin in response to IAP inhibition. Thus, while Xevinapant has demonstrated the ability to kill GSCs in vitro and in vivo models, resistance arises from a complex interplay of intrinsic cellular features, microenvironmental factors, and adaptive responses. These underscore the need for rational combination strategies to overcome resistance and improve therapeutic outcomes.

## Conclusion

In summary, we have comprehensively assessed the impact of the SMAC mimetic Xevinapant in GBM. Xevinapant appears to be a promising agent in GBM that can be leveraged not only to overcome apoptosis evasion but also to target the highly immunosuppressive GBM TME (Fig. 7). Most importantly, our work warrants further investigations into combination therapies involving SMAC mimetics and immunotherapy in GBM. Further mechanistic elucidation of synergistic mechanisms will undoubtedly provide novel therapeutic avenues for GBM patients.

**Fig. 7:**
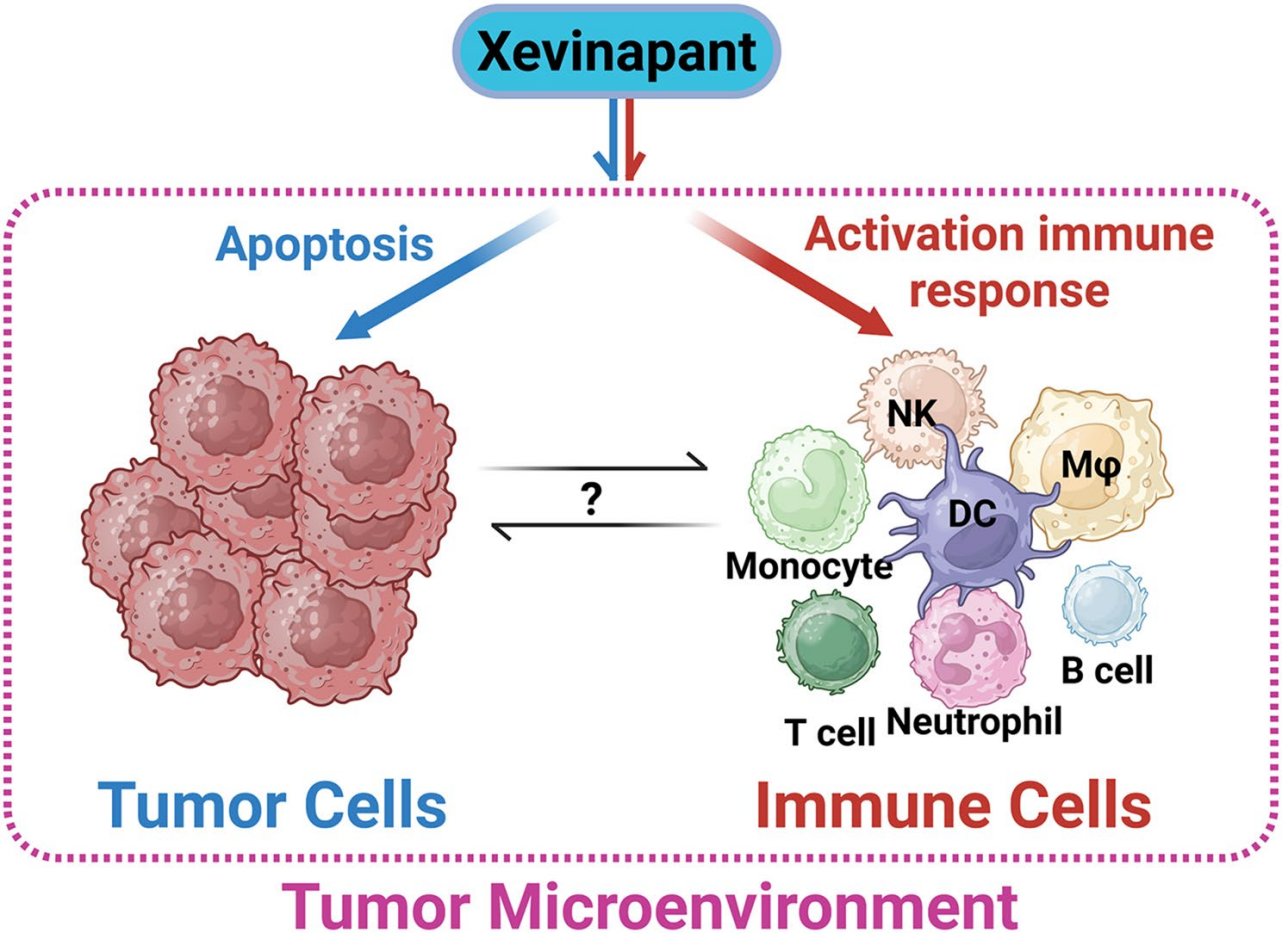
Graphical schematic summarizing Xevinapant effects on tumor cells and immune cells

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

The data that supports the findings of this study are available from the corresponding author upon reasonable request. Raw scRNA-seq data generated for this study will be available in GEO (GSE296980) upon published.

# Supplementary material for: The reprogramming impact of SMAC-mimetic on glioblastoma stem cells and the immune tumor microenvironment evolution
**Source:** J Exp Clin Cancer Res. 2025 Jul 4;44:191. doi: 10.1186/s13046-025-03452-1

**Supplementary Table 1. Primers used in qRT-PCR.**

| <b>Genes</b> | <b>F</b>                 | <b>R</b>                 |
|--------------|--------------------------|--------------------------|
| FOS          | TTACTACCACTCACCCGCAGACTC | GGGAATGAAGTTGGCACTGGAGAC |
| MGP          | TCTCTCTGAACTGGCATCGTG    | GAGCGTTCTCGGATCCTCTC     |
| COL11A2      | GCCTCAGCCTAGCAGAT        | ATCACTCCATGGGTGTCCAATA   |
| COL9A3       | GTATTGCAGGTTCCGACGGTCT   | TCTCCTTTGGGTCCGACCAG     |
| FN1          | GAGAATAAGCTGTACCATCGCAA  | CGACCACATAGGAAGTCCCAG    |
| SERPINA3     | ACTCCAGACAGACGGCTTTG     | ATTCTCCCATTCTCAACTCTGC   |
| COL11A1      | GTCTGTTGGTCCAGTTGGTC     | TTCTCTCCTCTTTCTCCTTTTGG  |
| COL2A1       | ACCTTCATGGCGTCCAAG       | AACCAGATTGAGAGCATCCG     |
| HSPA1B       | GCGAGGCGGACAAGAAGAA      | GATGGGGTTACACACCTGCT     |
| C4B          | GGAGGAGGAGCTGCAGTTTT     | TACTCGACGTGGCCTTTGAC     |
| EGR1         | GGTCAGTGGCCTAGTGAGC      | GTGCCGCTGAGTAAATGGGA     |
| MATN1        | CGGCTGACTTCAAGACCATC     | CTCACAGCTTCCAGTTTCCTG    |
| COL6A1       | ACAGTGACGAGGTGGAGATCA    | GATAGCGCAGTCGGTGTAGG     |
| COL9A2       | CTCGCTCTGGCGCAGATTAG     | GCCCATTGTCACCGTCGAT      |
| APOE         | TGGGTCGCTTTTGGGATTAC     | TTCAACTCCTTCATGGTCTCG    |
| VEGFA        | ATGACGAGGGCCTGGAGTGTG    | CCTATGTGCTGGCCTTGGTGAG   |
| SOX10        | GACCAGTACCCGCACCTG       | CGCTTGTCACCTTTCGTTCA     |
| HSPA1A       | AGCTGGAGCAGGTGTGTAAC     | CAGCAATCTTGGAAAGGCC      |
| CCN1         | ACTTCATGGTCCCAGTGCTC     | AAATCCGGGTTTCTTTCACA     |
| ANXA2        | GAGCGGGATGCTTTGAACATT    | TAGGCGAAGGCAATATCCTGT    |
| DUSP1        | GCGAAGCATCATCTCTCCA      | CACTGTTCGTGGAGTGGACA     |
| SLC2A1       | CCTGCAGTTTGGCTACAACA     | GTGGACCCATGTCTGGTTG      |
| BHLHE40      | GGACAGCAAGGAGACCTACA     | AGTGCTTTCACATGCTTCAAG    |
| COL1A1       | CCCCTGGAAAGAATGGAGAT     | AATCCTCGAGCACCTGA        |
| TC1          | CAAGCCATCATCATGTCCAC     | GTTGCCACGGCTTTCTTAC      |
| S100A1       | TGCTCTCACAGTGGCCTGTA     | TAAGTGGGGTGAGGTGGAAG     |
| CLU          | AAACGAAGAGCGCAAGACAC     | TGTTTCAGGCAGGGCTTACA     |
| COX1         | CAATGCCACCTTCATCCGAG     | GATAAGGTTGGAGCGCACTG     |
| MFAP4        | CTGACAGCATGAAGGCACTC     | GGGGTAGATGAGGTACACGC     |
| H3C3         | AAGACACCAATCTGTGCGCT     | CGGGCAGACTTATGCCCTTT     |
| SERPINE2     | TGGTGATGAGATACGGCGTAA    | GTTAGCCACTGTCACAATGTCTT  |
| CNTN1        | CAATAGTGCAGGGTGTGGAC     | TGGCTAGGAGGTGCTTTCTT     |
| KNSTRN       | CCGCCTCGTTACGATGACC      | TGGCCCGAGTTTGTGTGTC      |
| MEST         | ATCGGGTGATTGCCCTTGATT    | GAAAGAAGGTTGATCCTGCGG    |
| H2AFX        | CGATCCTGAGTCGCCGAG       | CAGCGCAGACCTTCAGGG       |
| SELENOT      | TCTCCTAGTGGCGGCGTC       | GTCTATATATTGGTTGAGGGAGG  |
| MTND1        | CGGGCTACTACAACCCTTCG     | AGGAGGCCTAGGTTGAGGTT     |
| MTND4        | ACAACACAATGGGGCTCACT     | AATGATGTCGGGGTTGAGGG     |

|          |                       |                         |
|----------|-----------------------|-------------------------|
| TUBB4B   | GGACAACTTCGTTTTCGGTCA | CCTTTCTCACAAACATCCAGCAC |
| DBI      | CCTAGCCCTGATTCGTTGGA  | TTCTCAAACCTCAGCCTCTGTCC |
| CCNA2    | GCATGTCACCGTTCCTCCTT  | GGGCATCTTCACGCTCTATTT   |
| HNRNPK   | GGCAGTGATTGGAAAAGGAG  | CACTGCTGTCTGGGACTGAA    |
| CPXM2    | GTGCGCGGGAAGAAATGAC   | CCTCCCTTGAGTGATGACACC   |
| ARL6IP1  | TGGTTTTCCACCTGCCATCAT | CTGTTGTTCACTGGTCCATTTAT |
| OLIG1    | CCCCAAAAGTAGCGTAACCA  | CCGGTACTCCTGCGTGTTA     |
| DDX5     | GCCGGGACCGAGGGTTTGGT  | CTTGTGCTGTGCGCCTAGCCA   |
| MTND3    | CCGCGTCCCTTTCTCCATAA  | GGCCAGACTTAGGGCTAGGA    |
| CKB      | CCTGCCCAGAAATGAAGC    | GCACTGCCCAGGCAATAA      |
| UBE2C    | GGATTTCTGCCTTCCCTGAA  | GATAGCAGGGCGTGAGGAAC    |
| ADGRA3   | CCCAGATACTCTGCCCAA    | TTTCGGAGGTCCAATCTTTC    |
| HIST1H1B | CTGCCAAACCGAAAAAGGCA  | CACGCCAGCTTCCTACTTCT    |
| PTPRZ1   | GCCTGGATTGGGCTAATGGAT | CAGTGCTCCTGTATAGGACCA   |
| TAGLN2   | AGTGACATTCCCAGAGAGCC  | GGCCCCTAAATTTTGGTCCC    |
| FABP7    | CCAGCTGGGAGAAGAGTTTG  | CTCATAGTGGCGAACAGCAA    |
| NNAT     | GAAGTGTCTCATCATCGGCTG | GGAGTACCTGAACACCTCACT   |
| GAPDH    | TCAAGAAGGTGGTGAAGCAGG | TCAAAGGTGGAGGAGTGGGT    |

## Western-blot (Fig.S1B)

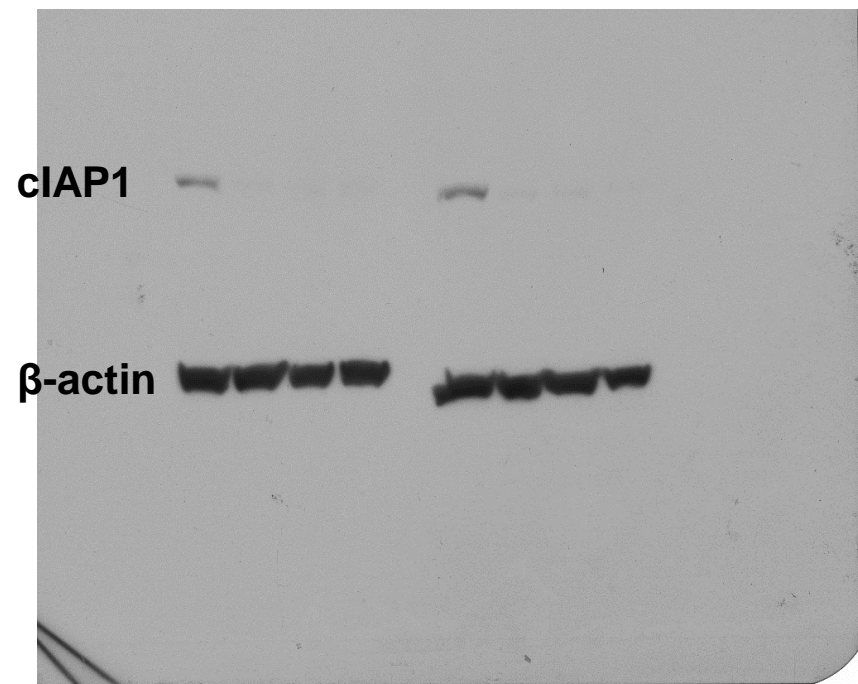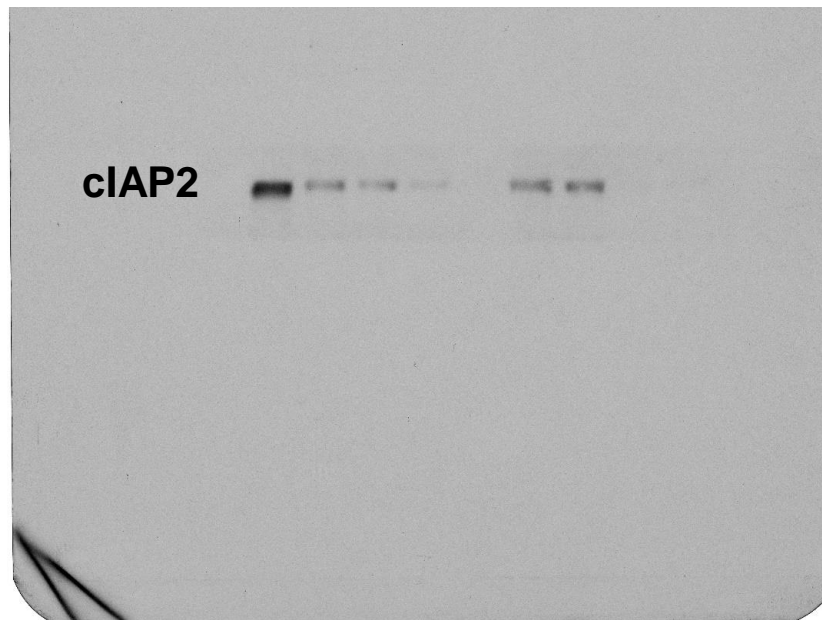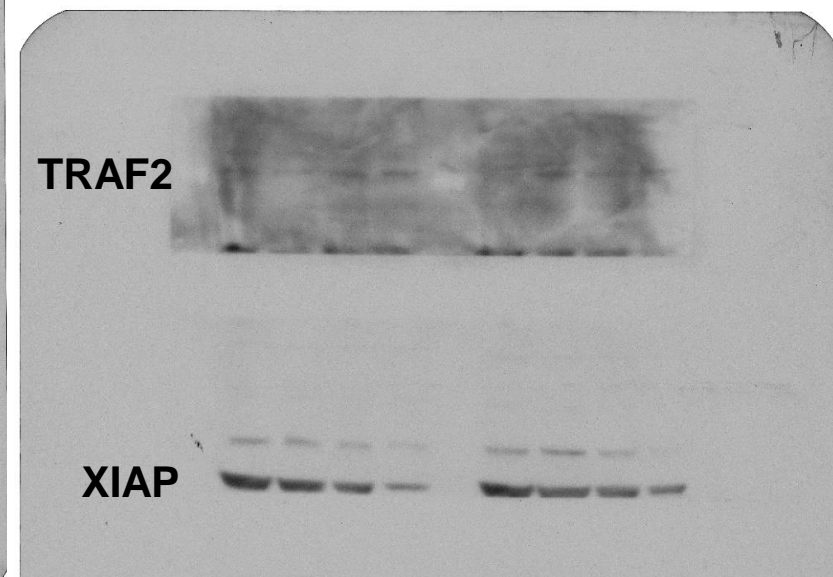

**Western-blot (Fig.S1C)**

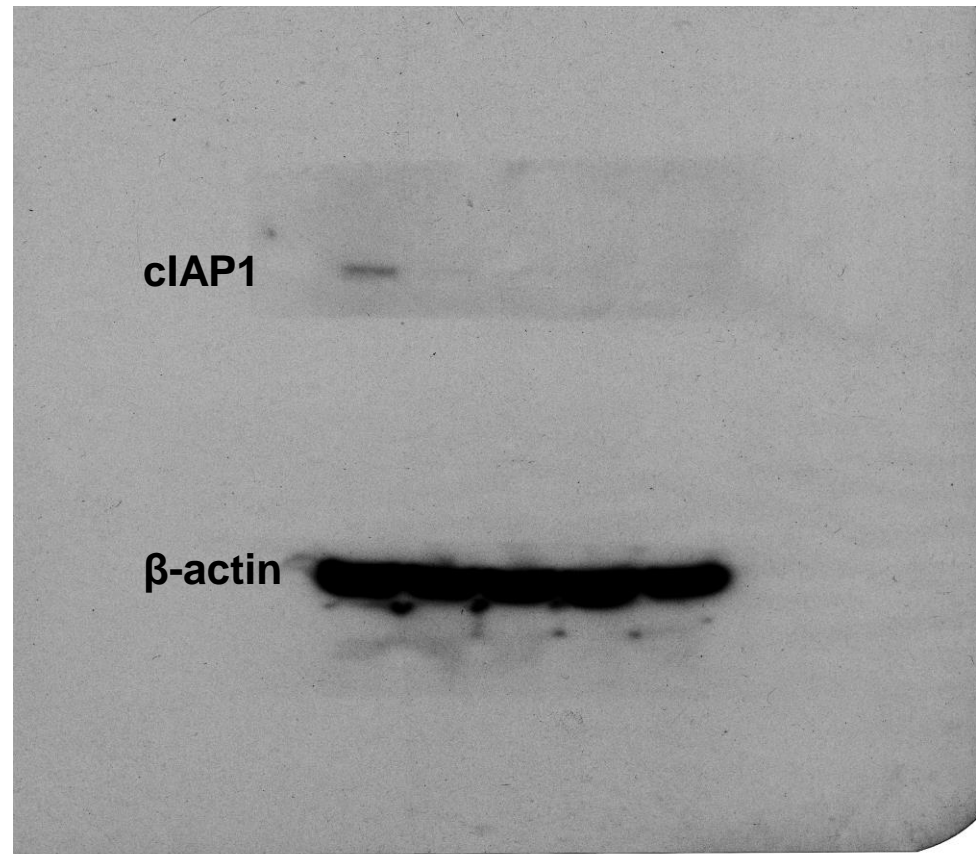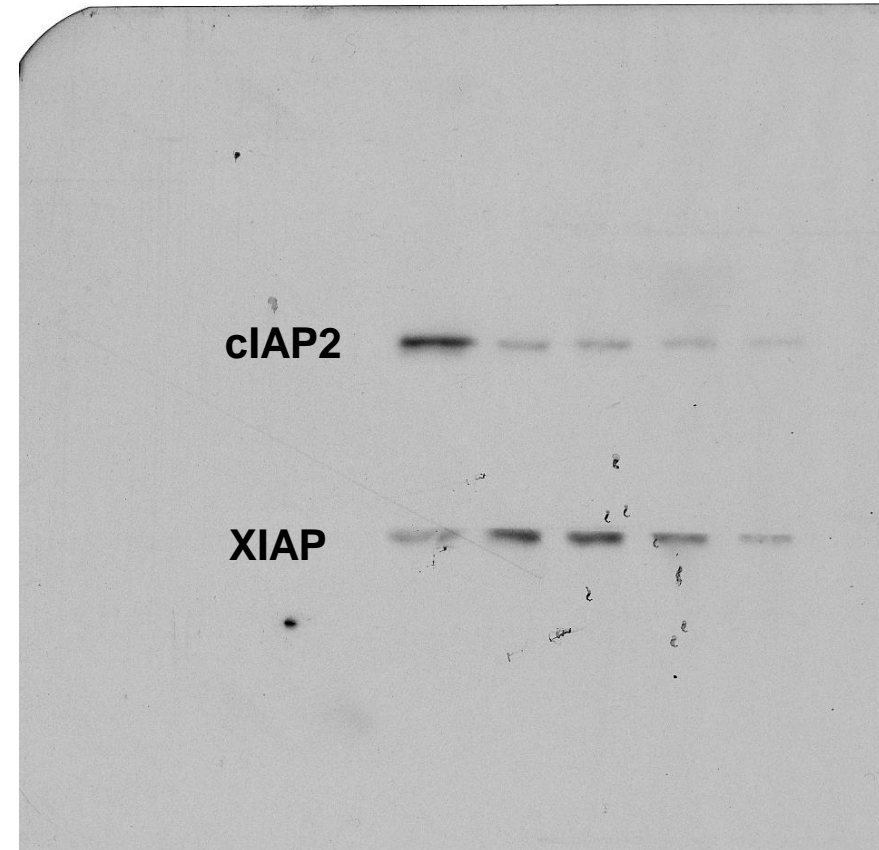

**Supplement:** Supplementary file 1 — Supplementary Material 1

# Supplementary material for: The reprogramming impact of SMAC-mimetic on glioblastoma stem cells and the immune tumor microenvironment evolution
**Source:** J Exp Clin Cancer Res. 2025 Jul 4;44:191. doi: 10.1186/s13046-025-03452-1
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary Figures**

**Supplementary Figure 1**

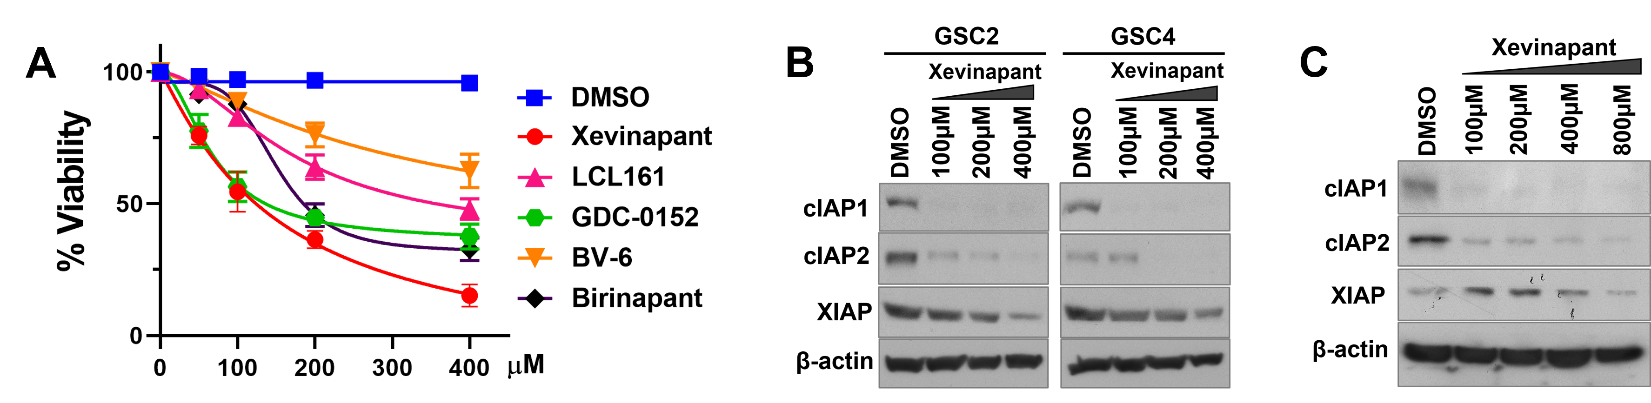

**Fig.S1** A. Cell viabilities were measured with different SMAC mimetic inhibitors. n=3, Mean ± SEM. B-C. Protein expression in human and mouse GSCs, when treated with DMSO and Xevinapant.

**Supplementary Figure 2**

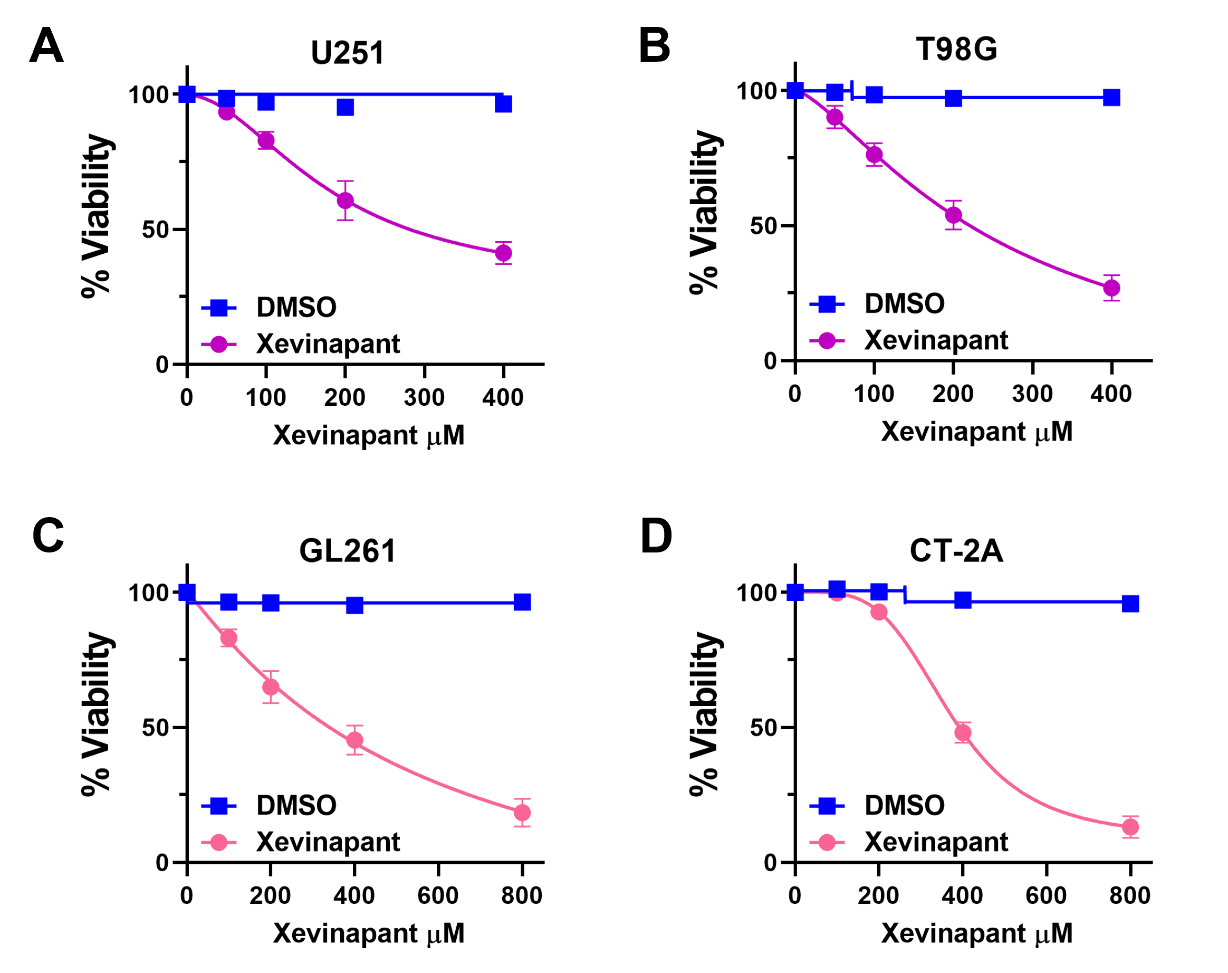

**Fig.S2** A-D. Cell viabilities were measured following different dosages of Xevinapant in human and mouse GBM cell lines. n=3, Mean ± SEM.

**Supplementary Figure 3**

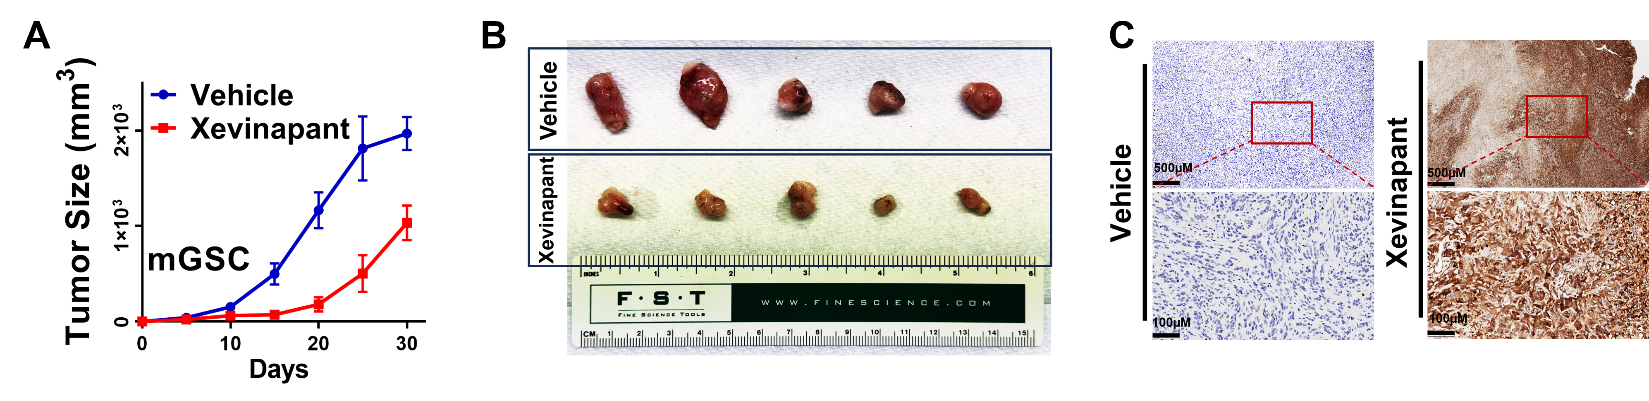

**Fig.S3** A. Tumor growth curves of mGSC, treated with vehicle or Xevinapant. n=5, Mean ± SEM. B. Mice were sacrificed on day 30, and the tumor was isolated for comparison. C. Tumor tissue was cut and fixed for cleaved caspase-3 immunohistochemistry analysis. 5 mice were included in this study and similar results were observed in each animal.

**Supplementary Figure 4**

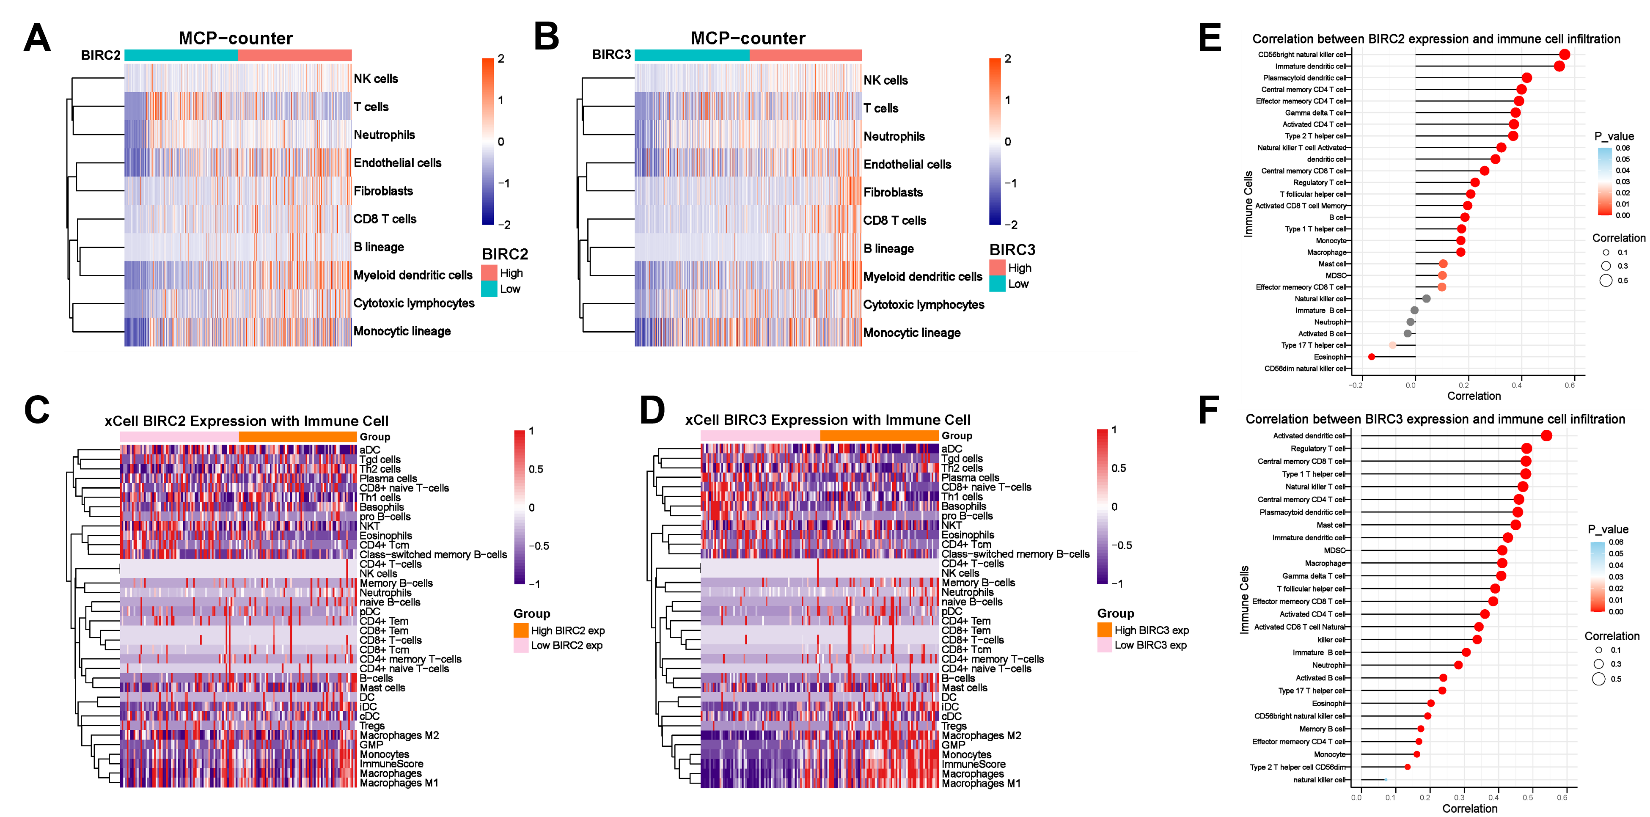

**Fig.S4** A-D. The association between *BIRC2*/*BIRC3* expression and immune cell infiltration in GBM based on MCP-counter (A-B) and xCell (C-D) analysis using CGGA database. E-F. Lollipop diagram displaying the correlation between BIRC2/BIRC3 expression and immune cells infiltration using CGGA database.

**Supplementary Figure 5**

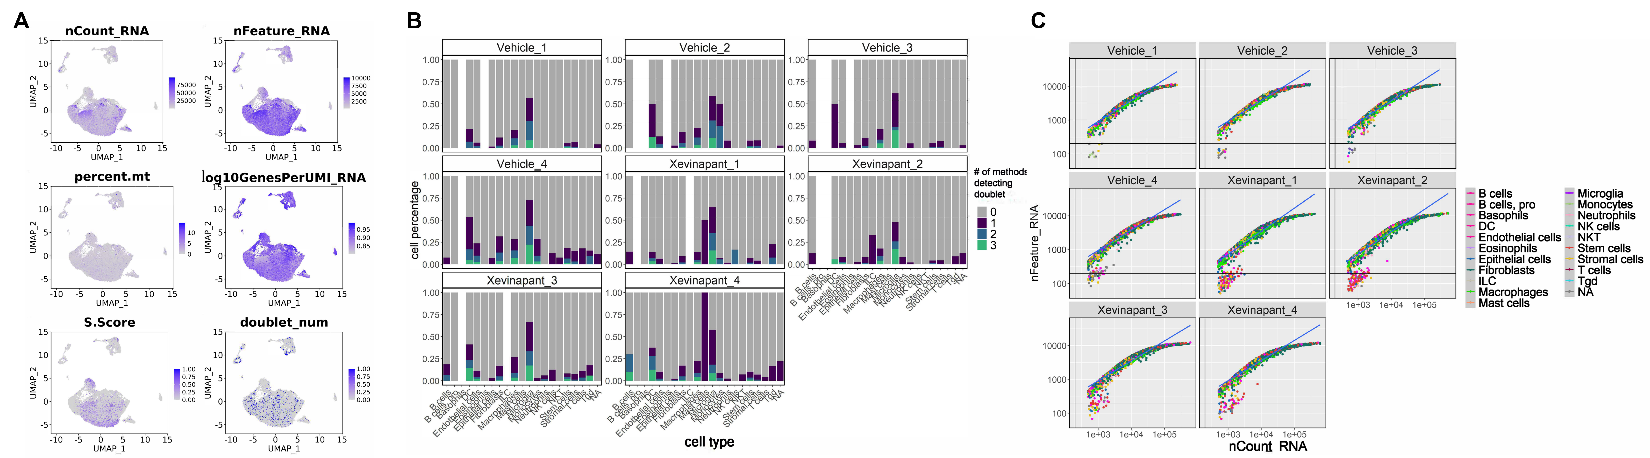

**Fig.S5** A-C. Individual sample QC in scRNA-seq.

**Supplementary Figure 6**

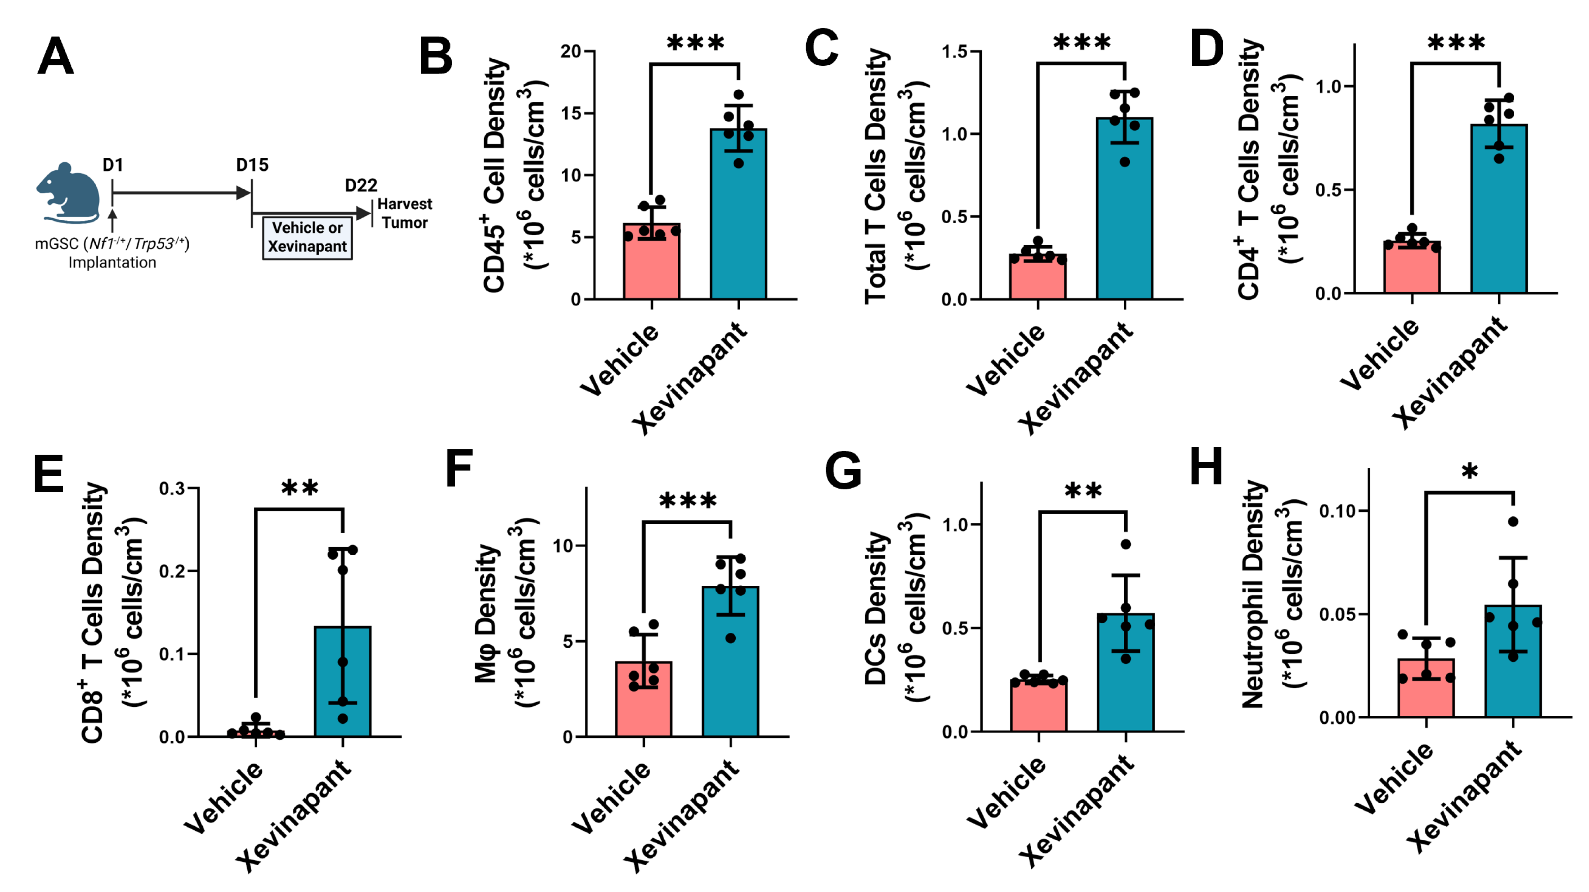

**Fig.S6** A. Timeline of the experiment. B. Total immune cells (CD45^+^) density (10^6^ cells/cm^3^) in the TME on day 22. C-E. Cell density (10^6^ cells/cm^3^) among subpopulations of T cells (CD45^+^CD3^+^CD11b^-^) in the TME. F-H. Cell density (10^6^ cells/cm^3^) among myeloid cells (CD45^+^CD3^-^CD11b^+^) in the TME including Macrophage (Mφ), DCs and Neutrophil. n=6, Mean ± SEM. *, p<0.05; **, p<0.01; ***p<0.001.

**Supplementary Figure 7**

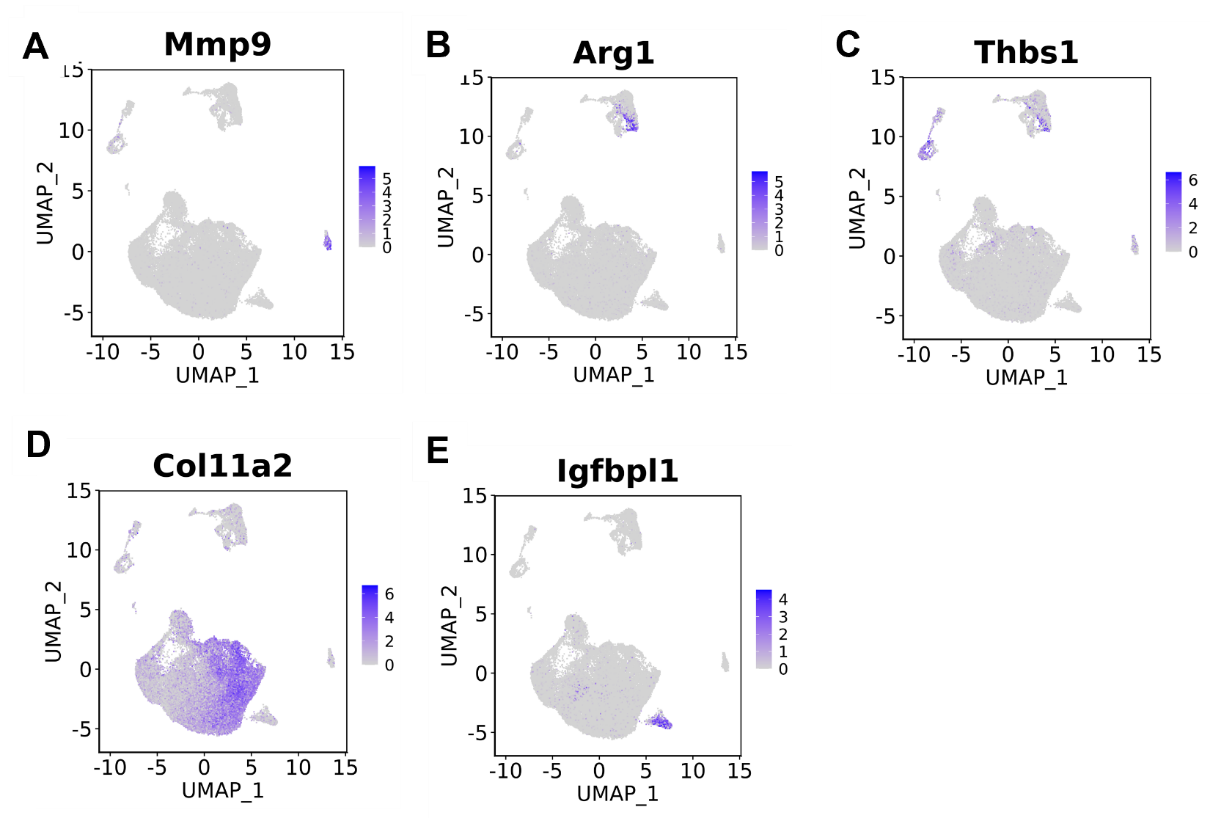

**Fig.S7** A-E. UMAP analysis of the distribution of indicated genes.

**Supplementary Figure 8**

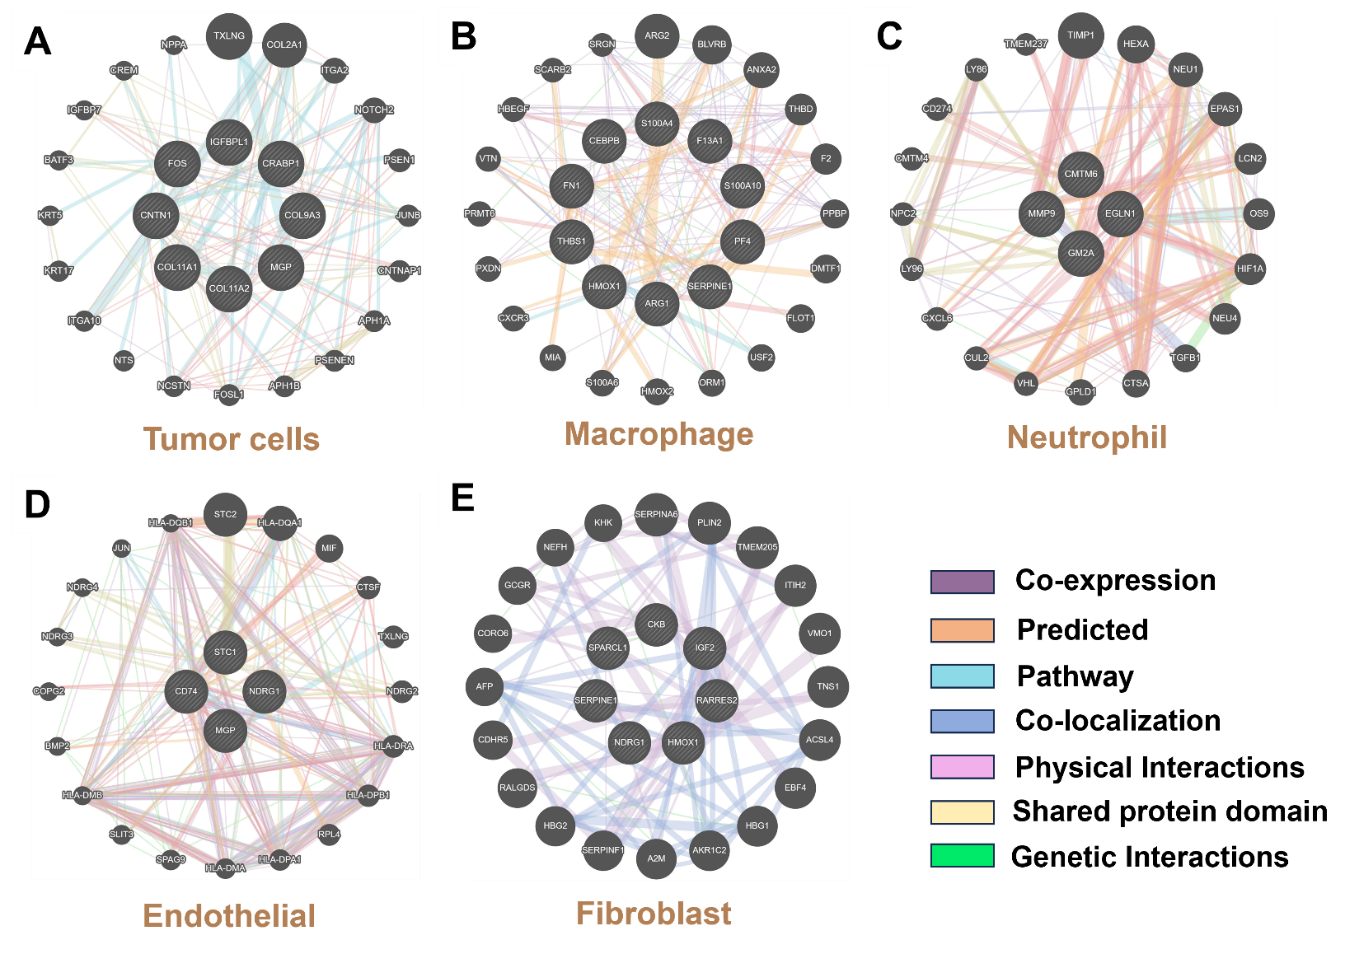

**Fig.S8** A-E. Gene correlation analyzed by GeneMANIA.

**Supplementary Figure 9**

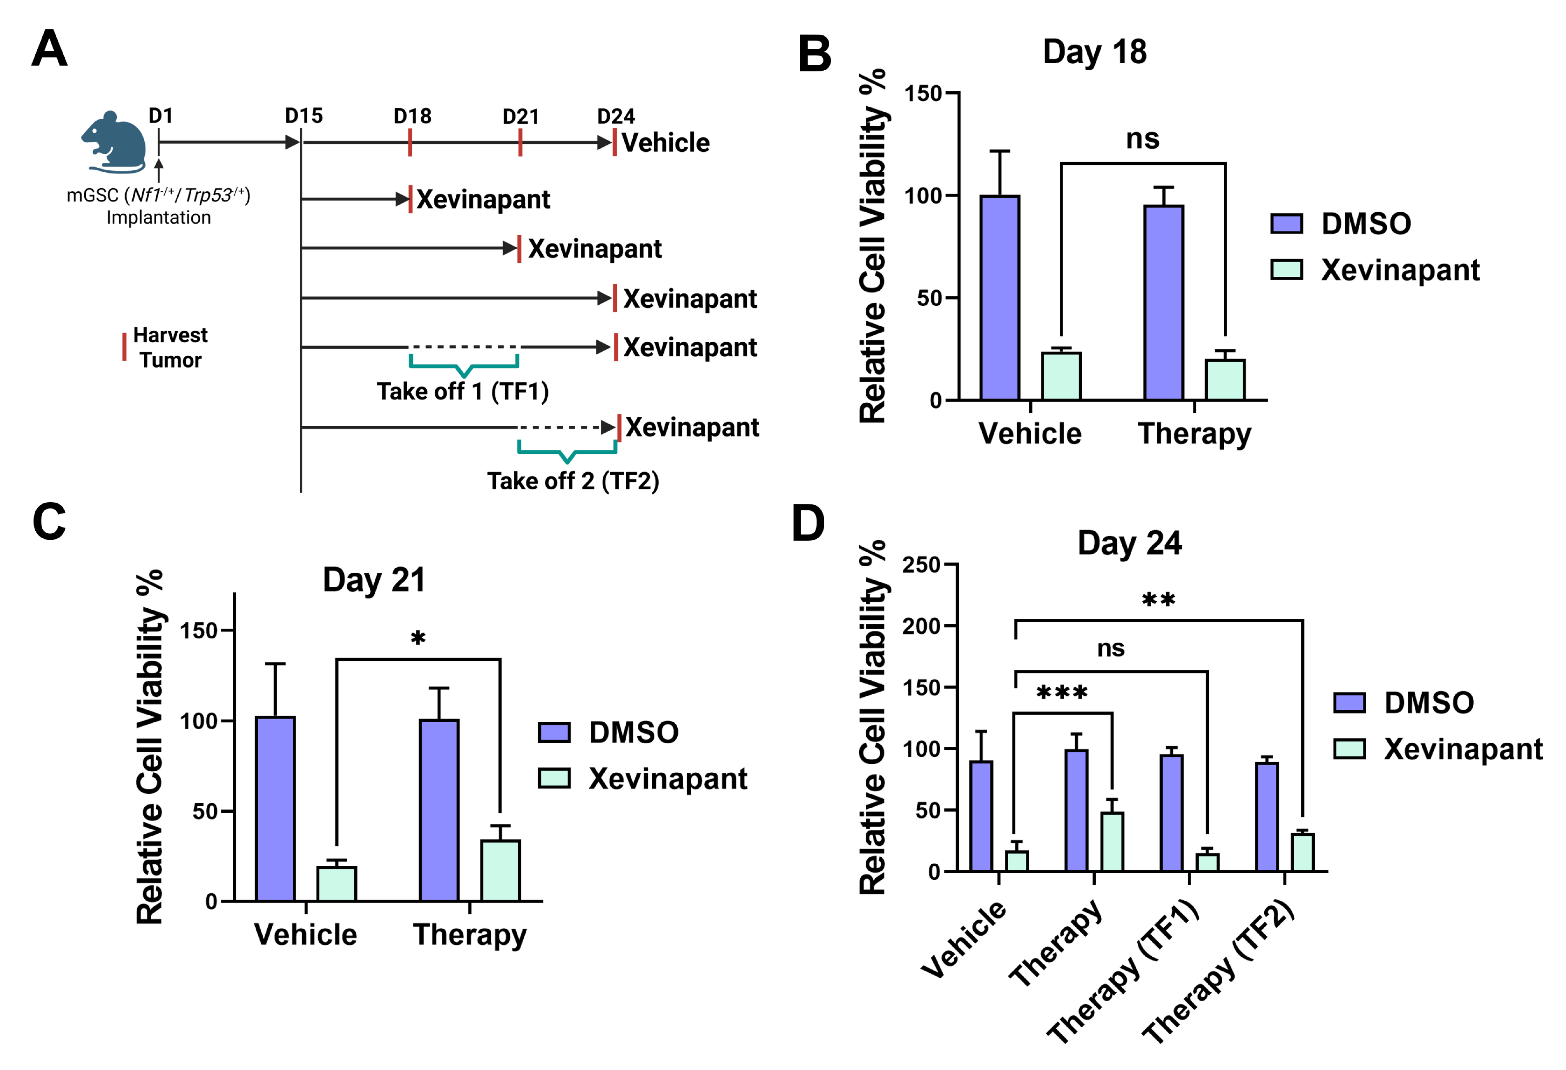

**Fig.S6** A. Timeline of the experiment. B-D. Cells were isolated from animals of vehicle or treatment groups on day 18, day 21 and day 24. Isolated cells were then treated with DMSO or Xevinapant. Relative cell viability was tested after treatment. n=3, Mean ± SEM. *, p<0.05; **, p<0.01; ns, no significance. TF1: Treatment Take off experiment 1; TF2: Treatment Take off experiment 2.

**Supplementary Figure 10**

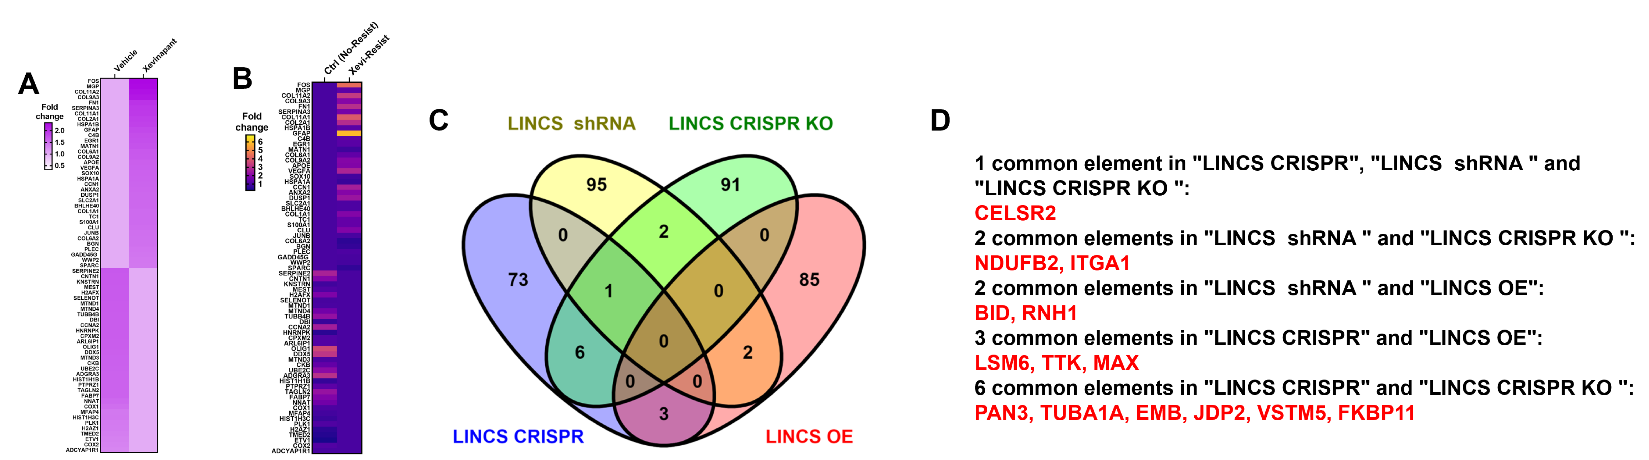

**Fig.S10** A. Heatmap of up/Down regulated gene expression in GBM cells. B. Heatmap of qRT-PCR result to validate the expression of up/down regulated genes in developed Xevinapant-resistant GSCs. C. Venn diagram of cross-analysis of reverser genes from four libraries, LINCS L1000 CRISPR KO Consensus Signatures, LINCS L1000 shRNA Perturbations, LINCS L1000 Overexpression Perturbations and LINCS L1000 CRISPR Perturbations. D. Overlap genes are listed.

# Supplementary material for: The reprogramming impact of SMAC-mimetic on glioblastoma stem cells and the immune tumor microenvironment evolution
**Source:** J Exp Clin Cancer Res. 2025 Jul 4;44:191. doi: 10.1186/s13046-025-03452-1
**Supplement:** Supplementary file 3 — Supplementary Material 3

**Supplemental Methods**

**Single-cell RNA sequencing and analysis**

Single-cell RNA sequencing (scRNA-seq) was performed at Molecular Genomics Core of Moffitt Cancer Center. Sequencing reads were mapped against mm10 mouse transcriptome and processed for UMI counting using Cell Ranger (v3.0, 10X Genomics). Barcodes with UMI counts were imported to Seurat v4.0 for downstream analysis. Cells with less than 200 genes detected, with greater than 10% mitochondrial UMIs, or with complexity score (log10GenesPerUMI) less than 0.8 were filtered out; genes detected in less than three cells were also excluded. Doublets were detected using Scrublet, DoubletFinder, and scDblFinder, using 0.08% doublet rate for every 1,000 cells. Cells identified as doublets by more than one method were removed. Raw UMI counts were log normalized and the top 5,000 variable genes were detected in each sample separately. S and G2/M cell cycle phase scores were assigned to cells using CellCycleScoring function. Individual mice samples were further integrated to remove batch effects using IntegrateData function in Seurat with anchor.features =8,000. Scaled z-scores for each gene were calculated using ScaleData regressing against total reads count, mitochondrial UMIs percentage, cell cycle phases, and log10GenesPerUMI. Principal component analysis was performed on the integrated data and a shared nearest neighbor (SNN) graph was constructed using the first 40 principal components. Clusters were identified using the by Louvain clustering implemented in FindClusters function at resolution=0.8. Uniform manifold approximation and projection (UMAP) was used to visualize gene expression and clusters. Differential expression analysis for each cluster was performed using FindAllMarkers function in Seurat with default settings. Clusters were further annotated by comparing differential genes with canonical markers. Gene signatures for each cluster were listed in Supplemental Table. For marker gene dot plot, gene-level average expression was calculated for each cluster and then Z-score normalized. Differential expression analysis was performed followed by gene set enrichment analysis (GSEA) that compared Xeivinapant vs. Vehicle mice within different cell type/subtype. Genes were ranked based on -log10(p-value)*(sign of log2(fold-change)) resulted from the differential analysis, with most up-regulated genes at the top and most down-regulated genes at the bottom. Pre-ranked GSEA was performed on gene rankings using R package fgsea, against Gene signatures from Hallmark, GO-biological processes and canonical pathways databases from MsigDB.

**Inference of CNV**

To distinguish malignant cells from normal cells, copy number variation was estimated using inferCNV package on <https://github.com/broadinstitute/inferCNV>. Low-expression genes with a median expression below 0.1 were removed. Genes were then annotated according to chromosomal position, and the CNV score was estimated from the moving averages of 100 genes. Lastly, hierarchical clustering was used to distinguish non-malignant cells from malignant cells with clear chromosomal deletions or amplifications.

**Trajectory analysis**

We constructed cell trajectories with Monocle 3 using scRNA-seq data of glioma cells. The dimensionality of the scRNA-seq data was reduced by PCA with 50 components and UMAP was applied to visualize the result of data dimensionality reduction. NPC-like subtype cells were selected as the ‘root’ of the trajectory. Monocle 3 ordered each cell along a learned trajectory according to its transcriptional progress. The default parameters in Monocle 3 were used for the analysis.

**Further analysis of immune cells in scRNA-seq**

We performed scRNA-seq to identify differentially expressed genes between the treatment and non-treatment groups within each cell subgroup. A Wilcoxon rank-sum test was conducted to compare gene expression differences between these two groups. Results were reported in terms of Log2 fold change and adjusted P-values, with significance thresholds set at Log2 fold change ≥ 0.5 and adjusted P-value ≤ 0.05. To rank the differentially expressed genes in each immune cell group, we multiplied each gene's avg_log2FC by -log10(p_val_adj) to generate a composite score. Genes were ranked based on this score, and the top 500 genes with a P-value ≤ 0.05 were selected for further single-cell GO enrichment analysis. GO visualization was performed using the above method. All statistical analyses and visualizations were performed using R (version 4.4.1).

**TME analysis by Flow Cytometry**

Mouse GSC orthotopic model by intracranial injection was established same as scRNA-seq. Mice were euthanized after 7 days treatment (Vehicle and Xevinapant) and tumors were collected for tumor microenvironment (TME) immune profiling by flow cytometry. Single cell suspensions from the harvested tumors were prepared using the Tumor Dissociation Kit, mouse (Miltenyi, CA, USA) and Miltenyi gentleMACS Dissociator following the manufacturer’s protocol. Red blood cells were lysed using RBC Lysis Buffer (BioLegend, CA, USA), and the resulting cells were washed, and resuspended in PBS for flow cytometry analysis. Cell densities within the TME were calculated by (cell number) / (tumor volume). Then, single cell suspensions were first stained with LIVE/DEAD Fixable Dead Cell Stain (Life Technologies, CA, USA) to distinguish live from dead cells. Cells were then washed, pelleted, and resuspended in staining buffer. Cells were preincubated with anti-CD16/CD32 antibody (BD Biosciences, CA, USA) for 15 minutes to prevent nonspecific antibody binding. Subsequently, cells were stained with a combination of fluorescently conjugated anti-mouse monoclonal antibodies for surface phenotyping for 30 minutes at 4°C. Flow cytometry antibodies used in this study were obtained from BD Biosciences and BioLegend. Cell populations were analyzed on a BD LSR II flow cytometer (BD Biosciences) and later using FlowJo software (OR, USA). The following fluorescently conjugated anti-mouse antibodies and their dilutions were used: CD45 (Clone 30-F11, BD Biosciences), CD3 (Clone 17A2, BD Biosciences), CD4 (Clone GK1.5, BD Biosciences), CD8 (Clone 53-5.8, BioLegend), CD11b (Clone M1/70, BD Biosciences), CD11c (Clone N418, BD Biosciences), F4/80 (Clone T45-2342, BD Biosciences), Ly6C (Clone AL-21, BD Biosciences), and Ly6G (Clone 1A8, BD Biosciences).

***Ex vivo* drug response assay**

Mouse GSC orthotopic model by intracranial injection was established. Mice were euthanized after indicated treatment following the timeline in **Fig.S9** and tumors were collected. Single cell suspensions from the harvested tumors were prepared using the Tumor Dissociation Kit, mouse (Miltenyi, CA, USA) and Miltenyi gentleMACS Dissociator following the manufacturer’s protocol. Red blood cells were lysed using RBC Lysis Buffer (BioLegend), and the resulting cells were washed, and resuspended in PBS. The live cells were enriched using Dead Cell Removal Kit (Miltenyi) following the manufacturer’s protocol. Then, plate the cells in 96-well plate at 5,000 cells/well with culture medium. Treatment (DMSO and Xevinapant) was administered the next day and cells were incubated for 48 hours. Following drug treatment, cell viability was assessed using CellTiter-Glo 2.0 Cell Viability Kit (Promega).

How the deposited data were processed for this re-analysis (not part of the article)

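The single-cell data come from orthotopic tumors of Trp53+/- and Nf1+/- mouse glioblastoma stem cells, isolated after 7 days of vehicle or Xevinapant. The authors deposited 4 matrices of UMI counts per group, unnormalized whole numbers for 19059 genes. The kit named in the labels and the barcodes, which join a droplet barcode and a probe barcode, show a probe-based assay on fixed cells. The headers of the matrices name a later Cell Ranger version than the methods do. Cell Ranger's own cell calling is already in the files, while the study's filters on genes, mitochondrial share, complexity and doublets are not. One group's label names total RNA and the other's polyA RNA. The matrices of the Xevinapant sample carry the word Vehicle in their names, and the sample's label was followed. The paper's text gives no number of cells to set beside the 56943 barcodes in the files.

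The comparison was designed for 8 mice, 4 per group. The files hold another unit: 3 pairs of matrices of a group were nearly alike in cluster makeup and in expression, with differences 1.02 to 1.28 times the sampling noise against 1.96 to 4.34 times for the 9 other pairs. Low-UMI clusters that kept no name were left out when the cluster makeup was compared. Joining each pair left 5 samples, vehicle 1 and 3, vehicle 2, vehicle 4, Xevinapant 1 and 2, and Xevinapant 3 and 4. Cell shares were averaged and counts summed over a pair. Counting each matrix as 1 mouse was kept as an alternative. Pool and batch date coincide with the treatment, so no comparison within a batch can be had.

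Cells were kept at 200 genes or more, 10% mitochondrial UMIs or less and a complexity of 0.8 or more. Scrublet, at the methods' expected rate of 0.08% per 1000 cells, called at most 1 barcode of a library, so the highest scores were removed at 0.8% per 1000 barcodes, 3759 barcodes in all. DoubletFinder and scDblFinder were not used here. Clustering used scanpy 1.11.5 with 5000 variable genes, 40 principal components, 20 neighbours and the Leiden method of igraph 0.11.9 at a resolution of 0.8. Malignant cells were clustered again with the libraries centred and cell cycle scores regressed out, immune cells were clustered again, and T and NK cells once more with 1000 genes and 15 components. A cluster took the class with at least 3 detected markers and the highest score, and low-UMI clusters without a marker among their 10 leading genes kept no name. Free RNA and mixed droplets were measured as the level of 16 tumor genes relative to malignant cells. This stood at 29.4% in vehicle and 14.5% in Xevinapant fibroblasts, 41.2% and 31.5% in endothelial cells, 8.2% and 7.2% in microglia, 9.9% and 7.6% in neutrophils, 5.9% and 6.2% in DCs and 10.7% and 7.7% in lymphocytes.

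Shares were compared by exact two-sided permutation tests in scipy 1.17.1. Genes were tested in counts summed per sample and class with at least 10 cells per sample, by edgeR 4.0.16 with TMM normalization, its filter on low counts and its quasi-likelihood test, with Benjamini-Hochberg adjustment at 0.05. Neutrophils and DCs had 2 samples per group. Gene lists were tested with camera of limma 3.58.1. The lists for hypoxia, glycolysis, apoptosis, E2F, oxidative phosphorylation, cytokine, immune activation and actin filament genes were written from textbook knowledge, as were lists for dissociation stress, immunosuppression, NF-kB response, interferon response, cartilage matrix and tumor transcripts. Named genes are those the text names as target or altered, the genes of Fig. 5E, the genes with primers as a tally, and per class the 3 that rose and the 3 that fell most among those past the threshold, at a mean log2 CPM of at least 5 and without overlap between the groups, cell type markers left out. Copy number used annotated positions for 19048 of the 19059 genes in GRCm38. Pseudotime used 14 diffusion components. Software ran under Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3.

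Alternatives were DESeq2 1.42.0, library size without TMM, no low-count filter, counts thinned to equal totals, no doublets removed, other mitochondrial, depth and resolution settings, each cell named by its highest marker score, Reactome sets of fgsea 1.28.0, fry, camera with an estimated correlation, pooled cells, a block on the matrix number, another reference or window for copy number, another root or uncentred libraries for pseudotime, and each sample left out in turn. These alternatives, the tests, the named genes and the gene lists for the paper's claims were fixed before the data were examined. Joining the alike matrices, counting each matrix as 1 mouse, taking macrophage and monocyte clusters together, a stricter rule for OPC-like clusters, another seed of the clustering, and leaving out samples for copy number and pseudotime were chosen after seeing the data. The rules for naming clusters and several tests were worked out on an earlier run of the same steps under other floating-point settings. Cluster borders, and the named genes and gene counts that rest on them, moved between the runs. All values given come from the later run, whose settings are fixed, and the other seed was added because of that movement.

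The pipeline was tested on simulated data. In the malignant class edgeR called 61 of 99 genes changed 2-fold and 79 of 99 changed 4-fold, with 16 unchanged genes called. In MES-like cells it called 51 of 99 and 86 of 100 with 24 unchanged genes, in microglia 65 of 99 and 97 of 100 with 27, in fibroblasts 40 of 98 and 86 of 100 with 15, and in neutrophils 2 of 79 and 41 of 95 with 1. The unchanged genes called were therefore more than the nominal 5% of calls in most of these classes. A simulated chromosome gain of 0.585 on the log2 scale was found at 0.44, with at most 0.02 elsewhere. Both sides of that test were immune cells, so it held no differences between cell types. It cannot tell whether the ratios of malignant cells are copy number alone. In the real data endothelial cells correlated with the malignant profile at a median of 0.731 and fibroblasts at 0.564. Flow cytometry, qRT-PCR, the ex vivo assays and the LINCS queries have no files among those analysed here.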

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

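Of the tests given here, those on mast cells inside the microglia clusters and free RNA behind the mast cell genes, on free RNA behind Hes5 and the lower hypoxia genes of macrophages, and on a few cells behind Prdm8 were chosen before their results were seen. The other tests, among them those on the naming of cells and on vehicle cells behind the mast cell genes, were chosen only after the result was seen. Where most UMIs of a gene named here sat in the 5 richest cells of each sample, the percent was higher than for 95% of 200 genes of like count in the same class and group that did not pass the threshold. That comparison was chosen after the result was seen as well. The results are taken up because a gene list moved apart between cell classes, or because genes outside those the paper discusses changed past the threshold. Batch date and pool coincide with the treatment, so for each of them a difference between the pools cannot be told apart from an effect of Xevinapant.

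The hypoxia list moved in opposite directions between classes. The mean score of the Xevinapant samples relative to vehicle was higher in OPC-like cells than in macrophages by 0.723, in all malignant cells by 0.746 and in fibroblasts by 1.48, and every Xevinapant sample lay on the same side within each class. Most of the rise on the tumor side came from the Xevinapant sample of matrices 1 and 2. It scored 0.549 in OPC-like and 0.558 in all malignant cells, against 0.073 and 0.111 for that of matrices 3 and 4. With the Reactome set the OPC-like median reversed to -0.096. The difference between classes was not tested. A shift shared by all cells of a library would have moved the classes together, and the macrophage score of -0.412 against a rise in fibroblasts argues against it. Free RNA of tumor cells is argued against as well, since the hypoxia genes with a higher level in macrophages than in malignant cells fell, by a median of -0.386. Another division between macrophage and monocyte clusters left the median at -0.257. Naming each cell by its highest marker score gave 0.279, called as higher by camera (adjusted p = 0.000992), so the fall in macrophages may come from which cells the clusters put in the class. The biological reading, a response of macrophages that differs from that of tumor cells, stays open.

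Prdm8 rose in NPC-like cells by 3.73 on the log2 scale (edgeR adjusted p = 0.0487), from 6.24 ± 1.34 CPM (SD, n = 3) to 76.4 ± 65.8 (SD, n = 2). The 5 richest cells of each sample held 13.6% of its Xevinapant UMIs, which argues against a few cells as the source. Naming each cell by its highest marker score left it at 3.89, which argues against the naming. Over the alternatives for Prdm8 in NPC-like cells the adjusted p ran from 3.46e-49 to 0.216, and it was 0.0887 with another seed of the clustering, chosen after seeing the data. It passed 0.05 with none of the vehicle samples left out, at 0.17, 0.216 and 0.121. A small group of NPC-like cells that grew in 1 Xevinapant sample is a biological candidate, untested here.

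Cd163 rose in macrophages by 1.53 (edgeR adjusted p = 0.00972). Of its UMIs in the Xevinapant samples, 70.3% sat in the 5 richest cells of each sample, and 23 of 215 and 9 of 166 cells had a UMI, at median depths of 7919 and 6626 UMIs. No neutrophil of any sample had one, at medians of 1040 to 1713 UMIs. With macrophage and monocyte clusters taken together, chosen after seeing the data, the change was 1.14, which does not settle whether the division between the clusters is the cause. Over the alternatives for Cd163 in macrophage cells the adjusted p ran from 6.5e-09 to 0.936, and it was 0.194 without the vehicle sample of matrices 1 and 3. A few cells that carry most UMIs are a candidate explanation for the size of the change.

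Hes5 changed in macrophages by -2.18 (edgeR adjusted p = 0.0454), from 91.4 ± 24.7 CPM (SD, n = 3) to 20.8 ± 11.2 (SD, n = 2). In the vehicle samples 79.8% of its UMIs sat in the 5 richest cells of each, and 16 of 57, 6 of 29 and 12 of 61 cells had one, at median depths of 7330, 9356 and 4833 UMIs. In vehicle microglia 35 of 258, 30 of 152 and 89 of 334 cells had one, at 2592, 2855 and 3843. Its level in Xevinapant macrophages was 5.31% of the malignant level against 18.3% ± 6.31 (SD, n = 3) in vehicle. The 16 tumor transcripts stood at 5.9% ± 3.1 (SD, n = 2) and 8.4% ± 2.4 (SD, n = 3). As a list they fell in macrophages by a median of -0.741 (camera adjusted p = 0.000332, fry adjusted p = 0.356). Free RNA of tumor cells may therefore have a part in the fall of Hes5. As the whole cause it is argued against, since Hes5 in vehicle macrophages stood above that set. With each cell named by its highest marker score the change was -0.44, so a few vehicle cells mixed with tumor cells, or the naming, may explain it. For Hes5 in macrophage cells the adjusted p ran from 3.89e-11 to 0.936 over the alternatives, 0.102 with another seed of the clustering.

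Cma1, a mast cell gene, had 0 UMIs in vehicle microglia and 657 in Xevinapant microglia, at least 217-fold more over the group when the vehicle count is set to a floor of 3. Tpsb2 had 0 and 396, at least 131-fold more. Of the UMIs of 7 mast cell genes in Xevinapant microglia, 99.7% sat in 4 of 746 cells with 3 or more of these genes, in line with a few mast cells inside the microglia clusters. Free RNA is argued against, since 0.21% of the other named Xevinapant cells had a Cma1 UMI (35 of 16638). Fewer vehicle cells are argued against, since the vehicle samples held 744 microglia and the Xevinapant samples 746. The vehicle group had 4 cells with 3 or more of the genes, all outside the microglia clusters, and the Xevinapant group 5 in all. That vehicle mast cells only fell in other clusters is argued against by the 40 Cma1 UMIs in all vehicle cells, against 703 in all Xevinapant cells. With so few cells, chance in which cells were captured stays open beside the treatment.

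Rgs1 changed in neutrophils by -2.93 (edgeR adjusted p = 0.00613), over 42 UMIs in vehicle and 35 in Xevinapant cells. In vehicle neutrophils 88.1% of them sat in the 5 richest cells of each sample, 9 of 58 and 1 of 13 cells carried them at median depths of 1040 and 1140 UMIs, and in vehicle microglia 80 of 258 and 140 of 334 cells did at 2592 and 3843. The level was 25.6% of the microglia level in Xevinapant neutrophils and 168% ± 34.6 (SD, n = 2) in the vehicle samples tested. Free RNA of microglia would give a like percent in both groups and less than the microglia level, so it is argued against. A few cells that carry the UMIs, or their naming, are a candidate explanation. With each cell named by its highest marker score the change was -0.70. DESeq2 did not call it (adjusted p = 0.149), and for Rgs1 in neutrophil cells the adjusted p was 0.121 with another seed of the clustering.

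Klk1 changed in DCs by -5.18 on the log2 scale, from 695 to 17.5 CPM (edgeR adjusted p = 7.81e-05), over 64 UMIs in vehicle and 5 in Xevinapant cells. All of its vehicle UMIs, 100%, sat in the 5 richest cells of each sample. In the vehicle samples tested 3 of 13 and 3 of 19 DCs carried them, at median depths of 3503 and 2342 UMIs, and no macrophage had a UMI, at medians of 4833 to 9356. For Klk1 in DC cells the call held in all alternatives that could be run, at -7.91 to -4.57 and adjusted p up to 0.00389. A handful of cells may therefore decide it, and it could not be tested with each cell named by its marker score.

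Spp1 rose in lymphocytes by 3.68 (edgeR adjusted p = 0.00614), from 3 UMIs in the vehicle group to 105, a ratio of 13.8 with a 95% counting interval of 4.58 to 67.8. The 5 richest cells of each sample held 93.3% of the Xevinapant UMIs. Spp1 went from 0.137% to 2.23% of its macrophage level while Apoe, abundant in macrophages, stayed at 2.23% and 2.21%, which leans against RNA of macrophages. Apoe ran from 0.339% to 4.8% between the vehicle samples, though, wide enough to hide a rise of that size. Only 3 other abundant macrophage genes were as rare in vehicle lymphocytes, and they reached a median of 0.513% in Xevinapant lymphocytes. With so few genes RNA of macrophages cannot be told apart from expression by lymphocytes. DESeq2 did not call it (adjusted p = 0.672). For Spp1 in lymphocyte cells the adjusted p was 4e-05 with no low-count filter and 0.783 with each cell named by its highest marker score, and the call was lost without either Xevinapant sample, without the vehicle sample of matrices 1 and 3 and without vehicle sample 4. The few cells behind these UMIs are a candidate source.

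Atf3 rose in endothelial cells by 1.99 (edgeR adjusted p = 0.0165), from 19.6 ± 1.95 CPM (SD, n = 3) to 76.4 ± 25.6 (SD, n = 2), and Hspa1a by 5.18 (edgeR adjusted p = 0.00389). Both are stress genes. The 5 richest cells of each sample held 63.1% of the Xevinapant UMIs of Atf3 and 93.1% of those of Hspa1a, which sat in 8 of 111 and 12 of 134 cells. A few stressed cells may therefore carry both calls. For Atf3 in endothelial cells the adjusted p ran from 2.55e-11 to 0.235 over the alternatives, the latter without the vehicle sample of matrices 1 and 3. It was 0.138 without vehicle sample 2 and 0.104 without vehicle sample 4. Handling before fixation may have differed between the pools. In 7 classes with 3 samples against 2, and in malignant cells as a whole, both Xevinapant samples lay above all vehicle samples for the list of dissociation stress genes, which handling and treatment would each give.

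Trf rose in fibroblasts by 3.64 (edgeR adjusted p = 0.00399), from 61 UMIs to 1398. The 5 richest cells of each sample held 85.5% of the Xevinapant UMIs, while 77 of 349 and 29 of 179 cells had one, at median depths of 5634 and 6466 UMIs. In Xevinapant endothelial cells 11 of 111 and 31 of 134 had one, at 4044 and 4668. With each cell named by its highest marker score the change was 0.55, so the cells the clusters put in the class may set its size. For Trf in fibroblast cells the adjusted p ran from 4.7e-18 to 0.338 over the alternatives, and it was 0.0818 without the vehicle sample of matrices 1 and 3 and 0.0955 without vehicle sample 2. Glial cells inside the fibroblast clusters are a candidate, untested here.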

How the results depend on the processing

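Shares are differences in percentage points, genes and lists log2 fold changes (for a list its median), and counts are genes past an adjusted p of 0.05. Leaving single samples aside, 247 values of shares under the alternatives kept their direction and their side of the threshold, while 16 reversed. Another 9 passed it, all by an unadjusted p with each matrix as 1 mouse. Where 3 samples stood against 2, the exact test cannot go below p = 0.1, and pooled cells have no p. For those shares the side of the threshold was given by the design, and only the direction was open. For lists 114 values kept direction and side, 26 reversed, 2 passed and 24 fell short. For single genes 529 kept both, 17 reversed, 28 passed and 107 fell short. Of the gene counts 40 stayed within 1.5 times the value reported, 39 were higher and 28 lower. Both alternatives for copy number moved its range by less than the spread between samples. Except where the construction of an alternative gives it, the cause was not tested. Counting each matrix as 1 mouse, taking macrophage and monocyte clusters together, a stricter rule for OPC-like clusters, another seed of the clustering, and leaving out samples for copy number and pseudotime were chosen only after the results were seen.

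The gene counts depended on the tool, on the filter and, as given below, on counting each matrix as 1 mouse. DESeq2 called 246 genes in malignant, 71 in OPC-like, 570 in NPC-like, 116 in AC-like and 512 in MES-like cells, 14 in macrophages, 13 in microglia, 0 in neutrophils, 3 in DCs, 0 in lymphocytes, 39 in endothelial cells and 146 in fibroblasts. With no low-count filter the counts were 1152 in NPC-like, 120 in AC-like and 418 in MES-like cells, 189 in macrophages, 96 in microglia, 9 in neutrophils, 71 in DCs, 5 in lymphocytes, 403 in endothelial cells and 262 in fibroblasts. The cytokine list of DCs then reversed to 0.819. With library size alone the counts were 16 in macrophages and 4 in fibroblasts, the glycolysis list of NPC-like cells reversed to 0.007 and the hypoxia list of microglia to -0.003. Library size alone also changed how calls divided: fibroblasts went from 5 higher and 3 lower to 1 higher and 3 lower, macrophages from 6 and 3 to 13 and 3. Thinned to equal totals, the counts were 0 in neutrophils, 3 in DCs, 0 in lymphocytes and 58 in fibroblasts, with fewer genes tested.

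With no doublets removed, the counts were 0 in NPC-like cells, 0 in microglia, 0 in neutrophils, 16 in DCs, 3 in lymphocytes and 43 in endothelial cells. In macrophages Thbs1 reversed to 1.016, Fn1 to 1.029, Hmox1 to 0.333 and Cebpb to 0.274. The NPC-like share reversed to 0.378, that of T cells of unnamed subtype to 0.752 and the hypoxia list of microglia to -0.084.

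Naming each cell by its highest marker score changed most results of small classes. The counts were 2 in NPC-like cells, 0 in macrophages, 0 in microglia, 1 in neutrophils, 0 in DCs, 0 in lymphocytes, 1 in endothelial cells and 0 in fibroblasts. In macrophages Thbs1 reversed to 0.834, Fn1 to 1.098, Hmox1 to 1.071, Cebpb to 0.791, the hypoxia list to 0.279, past the threshold (camera adjusted p = 0.000992), and the immune activation list to -0.021. In DCs Apoe reversed to -0.154 and Cxcl10 to 0.162, and in neutrophils Hspa1a to -0.497. Reversed shares were DCs of immune cells (-1.730), NK cells (0.152), T cells (0.353) and microglia of tumor plus immune cells (-2.086). The actin filament list passed at 0.109 in lymphocytes and 0.526 in neutrophils, and the cytokine list of DCs reversed to 0.364 and passed. The E2F list of microglia, at -0.027, and the hypoxia list of DCs, at 0.064, no longer passed.

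With Reactome sets the lists reversed for E2F in microglia (0.087), actin filament genes in lymphocytes (-0.081) and neutrophils (-0.012), apoptosis in AC-like (-0.064) and MES-like cells (-0.084), cytokine genes in DCs (0.149), glycolysis in NPC-like cells (0.054) and immune activation in macrophages (-0.042). Hypoxia reversed in AC-like cells (-0.098), OPC-like cells (-0.096), microglia (-0.063) and neutrophils (-0.076), and in DCs, at 0.110, it no longer passed. Under camera with an estimated correlation, and equally under fry, the calls were lost at unchanged medians for E2F in AC-like cells (-0.281), MES-like cells (-0.504), DCs (-1.225) and microglia (-0.135) and for hypoxia in OPC-like cells (0.306), AC-like cells (0.143), macrophages (-0.407), DCs (0.317) and neutrophils (0.302).

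The clustering settings moved shares. A mitochondrial filter of 20% reversed the unnamed share of all cells to -0.183 and one of 5% the NK cell share to 0.031. A resolution of 0.4 reversed the macrophage share of immune cells to -3.777, the AC-like share to -3.171, the NPC-like share to 4.944 and the microglia share of tumor plus immune cells to -0.004. A resolution of 1.6 reversed the macrophage share to -3.519, the NK cell share to 0.352 and that microglia share to -0.059. Pooling the cells of a group reversed the NPC-like share to 0.216. An OPC-like root reversed the pseudotime of OPC-like minus NPC-like cells to -49.62, which the choice of root itself gives. With macrophage and monocyte clusters taken together Thbs1 reversed to 0.863, Fn1 to 0.970, Hmox1 to 0.305, Cebpb to 0.301 and the immune activation list to -0.028, and the count of the class was 4.

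Another seed of the clustering left all 23 shares on the same side but moved the counts to 202 in NPC-like cells, 1 in macrophages, 0 in neutrophils, 30 in DCs and 5 in fibroblasts. The glycolysis list reversed to 0.018, the immune activation list to -0.019, and the hypoxia list of AC-like cells fell short at 0.082. Single calls in the small classes therefore rest in part on where the cluster borders fall.

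Counting each matrix as 1 mouse takes libraries that were nearly alike as separate samples. By the unadjusted exact permutation test (p = 0.0286) the immune share then passed at 8.855 points, and that of all cells at 5.748. Of tumor plus immune cells DCs passed at 0.415, macrophages at 1.921, microglia at 1.079 and monocytes at 2.953. Macrophages of immune cells passed at 5.409, microglia of immune cells at -24.002 and AC-like cells at 1.976. Adjusted over the immune types, the macrophage and microglia shares of immune cells did not pass (adjusted p = 0.143 for both). The counts were 679 in malignant, 106 in OPC-like, 1469 in NPC-like, 255 in AC-like and 1186 in MES-like cells, 18 in macrophages, 3 in microglia, 0 in lymphocytes, 0 in endothelial cells and 21 in fibroblasts. The actin filament list of lymphocytes reversed to -0.052 and the hypoxia list of microglia to -0.013, and that of AC-like cells fell short at 0.098.

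A block on the matrix number treats matrices of the same number as a pair. The numbers do not pair the samples: correlations of matched matrices across 13287 genes were 0.276, -0.091, -0.275 and 0.197, and genes are not independent replicates. With that block the counts were 26 in malignant, 1232 in NPC-like, 260 in AC-like and 893 in MES-like cells, 53 in macrophages, 1 in neutrophils, 0 in lymphocytes, 115 in endothelial cells and 31 in fibroblasts. Under the block the actin filament list of lymphocytes reversed to -0.061, the hypoxia list of microglia to -0.007, Fn1 in macrophages to 0.069 and Thbs1 in fibroblasts to 0.015, and the hypoxia list of AC-like cells fell short at 0.105.

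Samples were left out in turn, and where this left 1 sample in a group, that lone sample is assumed to vary like the other group. Of the shares, 108 values kept their direction and 7 reversed, and with so few samples none could pass the threshold. NPC-like ran from -2.376 to 0.674, NK cells from -0.513 to 0.321 and CD8 T cells from -0.114 to 2.218. CD4 T cells ran from -0.807 to 2.035 of immune cells and from -0.034 to 0.229 of tumor plus immune cells. The Xevinapant sample of matrices 1 and 2 held the larger immune share. Without it the immune difference fell from 9.248 to 3.971 points, that of microglia of immune cells shrank from -25.897 to -13.924, and of tumor plus immune cells neutrophils fell from 2.155 to 0.445, monocytes from 3.047 to 0.658, macrophages from 1.964 to 0.881 and DCs from 0.427 to 0.210. The counts ran from 0 to 11 in AC-like and 0 to 182 in MES-like cells, 0 to 274 in macrophages, 6 to 12 in microglia, 0 to 17 in neutrophils, 20 to 56 in DCs, 0 to 6 in lymphocytes, 1 to 445 in endothelial cells and 0 to 247 in fibroblasts. In NPC-like cells they ran from 20 to 190, below the count with all samples each time. The lists ran from -0.002 to 0.327 for hypoxia in AC-like cells, 0.019 to 0.493 in OPC-like cells, 0.070 to 1.095 in DCs, 0.153 to 0.808 in neutrophils and -0.155 to 0.145 in microglia. E2F in microglia ran from -0.266 to -0.033, cytokine genes in DCs from -0.098 to 1.059, glycolysis from -0.189 to 0.086, immune activation from -0.238 to 0.258, apoptosis in AC-like cells from 0.023 to 0.116 and actin filament genes in lymphocytes from -0.138 to 0.223. In macrophages Arg1 ran from -0.092 to 0.792, Cebpb from -0.517 to 0.133 and Fn1 from -0.707 to 0.445, and Thbs1 in fibroblasts from -0.709 to 0.056. For pseudotime a sample left out was only taken out of the mean, and pseudotime was not computed again. The mean then had to stay within the spread between samples, so this tests nothing. The copy number range, averaged again over the unchanged profiles of the other samples, kept within that spread in all 5 cases.

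Some alternatives gave no value. A resolution of 0.4 left no monocyte cluster, no removal of doublets left no CD4 T cell cluster, DCs could not be tested with each matrix as 1 mouse since a single vehicle matrix held at least 10 DCs, and the oxidative phosphorylation list of CD4 T cells could not be tested under the alternatives for the same reason as with all samples. The highest Scrublet scores removed in every library is the setting already in use, so it changed nothing. Its 23 values are among the 247 of shares that kept direction and side, and they test nothing. Neutrophils held 17290 to 358221 UMIs per sample tested. In simulated data of that size, also with 2 samples against 2, edgeR called 2 of 79 genes changed 2-fold and 41 of 95 changed 4-fold. Depth and the number of samples were not separated there, and DCs and lymphocytes were not simulated.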

Differences from the paper's values

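The paper gives shares of pooled cells and tests single cells, and the values here are means over samples of rebuilt cell names. A share or scaled number is taken to differ from the paper's when one is more than 1.5 times the other and the gap exceeds the SD between samples, so values called not different can still lie well apart. The paper's MES-like share of the malignant cells is 2.7% in the vehicle group, against 12.5% here. Of the alternatives set before the data were examined, a resolution of 1.6 gave 2.60%, which no longer differs. The share was still above the paper's with no doublets removed (13.2%), a mitochondrial filter of 5% (13.6%) or 20% (15.1%) and at least 1000 UMIs per cell (13.3%). The same held with naming by the highest marker score (17.8%), a resolution of 0.4 (9.11%), pooled cells (12.3%) and each sample left out (11.7% to 13.0%). It was 13.2% with another seed of the clustering and 12.2% with each matrix as 1 mouse, both chosen after seeing the values. For the Xevinapant group the paper's MES-like share is 4.3%, against 15.9% here. No alternative came within it. Those values ran from 7.61% at a resolution of 1.6 to 25.1% with naming by the highest marker score. Of the MES-like cells here, 3163 were in a cluster with no MES-like marker among its leading genes. The other 1572 were in a cluster with 1 such marker there.

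The paper scales immune cells to 100 immune cells of the Xevinapant group. The paper's macrophage value is 17.1 in the vehicle group, against 4.48 here. Naming by the highest marker score gave 19.0 and a resolution of 1.6 gave 15.5, neither of which differs. The other alternatives set before the data were examined still differed, from 3.30 without the Xevinapant sample of matrices 3 and 4 to 29.2 at a resolution of 0.4. Among those chosen after seeing the values, macrophage and monocyte clusters taken together gave 8.77 and another seed of the clustering 4.14. In the Xevinapant group the paper's macrophage value is 49.0, against 17.7 here. It was 48.8 with no doublets removed, 36.6 with naming by the highest marker score, 68.0 at a resolution of 0.4 and 41.0 at 1.6. None of these is more than 1.5 times off, though 36.6 lies well below and 68.0 well above the paper's value, and macrophage and monocyte clusters taken together, chosen after seeing the values, gave 42.5. The remaining alternatives differed, with 15.4 to 20.1. The values of 4.48 and 17.7 leave out an unnamed low-UMI cluster of 204 cells with 8 macrophage markers detected, 58 vehicle and 146 Xevinapant cells.

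The paper's monocyte share of the immune cells is about 1.8% in the vehicle group in Fig. 3J, read by eye, against 10.7% here. No alternative set before the data were examined came within it, from 4.27% with no doublets removed to 13.6% with at least 1000 UMIs per cell. In the Xevinapant group it is about 4.0% in Fig. 3J, read by eye, against 21.9% here. With no doublets removed it was 5.3%, which does not differ, and the others differed, from 13.5% to 30.2%. A resolution of 0.4 gave no monocyte cluster. Of the 638 monocytes here, 400 were in a cluster of uncertain name, and the other monocytes made up 6.72% in the vehicle and 6.61% in the Xevinapant group. That cluster taken with the macrophages, chosen after seeing the values, gave macrophages as 15.95% and 32.53% of immune cells.

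Several directions differ from those the paper states. Of the genes of Fig. 5E tested here, 32 of 37 went the figure's way. The 5 others were Thbs1, at -1.24, Fn1, at -0.35, Hmox1, at -0.21, and Cebpb, at -0.16, in macrophages, which the figure shows as up, and H2-Q6 in neutrophils, at 1.39, which it shows as down. The macrophage genes were positive with no doublets removed (Thbs1 1.02, Fn1 1.03, Hmox1 0.333, Cebpb 0.274), with naming by the highest marker score (Thbs1 0.834, Fn1 1.10, Hmox1 1.07, Cebpb 0.791) and, chosen after seeing the values, with macrophage and monocyte clusters taken together (Thbs1 0.863, Fn1 0.970, Hmox1 0.305, Cebpb 0.301). With the block on the matrix number Fn1 was 0.069. At an adjusted p of 0.05 and in the figure's direction, edgeR called 2 of the 37, Ndrg1 in fibroblasts and in endothelial cells. The count was 11 with DESeq2, adding Ckb, Igf2, Mt1 and Rarres2 in fibroblasts, Crabp1 and Fos in malignant cells, Mgp in endothelial cells and F13a1 and S100a10 in macrophages. It was 11 with no low-count filter, which adds Pf4 and S100a4 in macrophages and Cd74 and Stc1 in endothelial cells to some of these. It was 5 with the block on the matrix number, without Ndrg1 in endothelial cells, 2 with counts thinned to equal totals, 2 with no doublets removed, both times the same pair, 2 with library size alone, where F13a1 in macrophages takes the place of Ndrg1 in fibroblasts, and 0 with naming by the highest marker score. Without 1 sample it ran from 0 to 10, the latter without the Xevinapant sample of matrices 3 and 4, which adds Sparcl1 in fibroblasts. Chosen after seeing the values, another seed of the clustering gave 2, the same pair, and each matrix as 1 mouse 4, again without Ndrg1 in endothelial cells. Thbs1 is also given by the paper as altered in fibroblasts, where it changed by -0.43 here without passing the threshold.

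The paper states that hypoxia genes were enriched in macrophages and microglia after Xevinapant. Here the list's median log2 fold change was -0.41 in macrophages, while naming by the highest marker score gave 0.279, which camera called as higher (adjusted p = 0.000992). In microglia it was 0.005 while the test pointed down. It was called as higher there without the Xevinapant sample of matrices 3 and 4 (0.145) and as lower without that of matrices 1 and 2 (-0.155). The paper states that glycolysis led in NPC-like cells, where the median here was -0.018. It was positive with the Reactome set (0.054), with library size alone (0.007) and, chosen after seeing the values, with another seed of the clustering (0.018), and camera called it as higher only without the Xevinapant sample of matrices 3 and 4 (0.086). The paper states that immune activation rose in macrophages, where the median of 0.051 was not called here. It was called without the Xevinapant sample of matrices 1 and 2 (0.258) alone. The paper also states that cytokine production rose in DCs and actin filament organization in neutrophils and lymphocytes, none of which camera called here. Naming by the highest marker score called all of these, at medians of 0.364, 0.526 and 0.109. Apoptosis in AC-like cells was called only without vehicle sample 4 (0.116), and in MES-like cells under no alternative.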

Other observations

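The tests on the copy-number profile of the low-UMI clusters, on OPC-like cells inside the NPC-like cluster and on a single sample behind the stress genes were chosen before their results were seen, and the other tests given here only after. No biological explanation was tested apart from the treatment, which coincides with pool and batch.

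Libraries were alike in pairs. Cells of 1 tumor or of 1 cell suspension spread over both libraries would give a cluster makeup that differs by sampling noise alone. The highest chi-square per degree of freedom among the 3 pairs was 1.89, against at least 21.2 for the others of a group. Low-UMI clusters that kept no name were left out of it, and in the largest of these vehicle matrices 1 and 3 were less alike. The same cells counted in both files are argued against by the droplet barcodes: the number of droplets that the shared barcodes imply was 60820 at the lowest, far above the cells of a library. The group's 4 libraries may therefore stand for fewer than 4 tumors.

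NPC-like cells had 312 genes past the threshold by edgeR, 130 higher and 182 lower after Xevinapant. Of the genes that fell, 167 had a higher level in OPC-like than in NPC-like cells of the vehicle samples, and of those that rose 125 had a higher level in NPC-like cells. Fewer OPC-like cells inside the NPC-like cluster after Xevinapant may therefore explain most of the calls. Naming each cell by its highest marker score left 2 genes, which points to the cells the clusters put in the class. A few rich cells are argued against as the source of most calls. Only 3 of the 312 genes had more than 50% of their UMIs in the 5 richest cells of each sample, while 82 had a larger percent there than 95% of genes of like count that did not pass. Dll4 rose by 2.10 and Tgfb2 by 1.72, and Tafa4 changed by -2.04, Tmem100 by -1.85 and Omg by -1.70.

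In fibroblasts 3 genes fell, Cspg5 at -1.53, Ecrg4 at -1.52 and Gpr37l1 at -1.40. Of these 2 had a higher level in malignant cells than in fibroblasts. The 16 tumor transcripts as a set fell as well, by a median of -1.007 in fibroblasts (camera adjusted p = 7.86e-08, fry adjusted p = 0.135) against -0.234 in malignant cells. In the vehicle samples 57.5%, 65.3% and 37.5% of their UMIs sat in the 5 richest fibroblasts, and 1000 draws in proportion to depth gave at most 32.8%, 54.9% and 24.9%. This argues against evenly spread free RNA as the whole cause and is in line with tumor cells or mixed droplets inside the vehicle fibroblast clusters. Of the 5 genes that rose, 0 had a higher level in malignant cells, so free RNA of tumor cells is argued against for them as well. Stc2, at 1.89, is among the genes that rose.

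Outside the tumor classes, 32 of 51 genes past the threshold had more than 50% of their UMIs in the 5 richest cells of each sample, which a class of few cells can give by itself. Set beside genes of like count in the same class that did not pass, 28 of the 51 had both more than 50% and a larger percent than 95% of those genes. These were 3 of 5 in DCs, 3 of 3 in neutrophils, 5 of 7 in microglia, 4 of 8 in fibroblasts, 8 of 18 in endothelial cells and 4 of 9 in macrophages, and Spp1 in lymphocytes. A few cells may therefore hold the UMIs behind these 28 calls. Col9a3 rose in microglia by 1.61, to 5.89% of the malignant level from 5.57% in vehicle, consistent with free RNA of tumor cells, in which Col9a3 rose by 1.55. The 5 richest microglia of each sample held 26.6% of its UMIs, more than the 18.9% that 95% of those genes stayed under, so mixed droplets may have a part in it.

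Other genes past the threshold by edgeR lay in the small classes. In DCs Krt80 rose by 4.80, from 1 to 96 UMIs, a ratio of 30.8 with a 95% counting interval of 5.39 to 1230, Apoe rose by 2.60, and Cxcl10 and Hist1h1b changed by -3.81 and -2.22. In macrophages Clec10a rose by 1.83 and Fcna by 1.73, while Mfge8 and Fabp7 changed by -1.82 and -1.48. Hspa1b rose by 4.82 in endothelial cells, and Higd1b and mt-Nd3 changed by -1.29 and -1.05. In neutrophils Hspa1a went from 0 to 106 UMIs, at least 5.31-fold more over the group when the vehicle count is set to a floor of 3, and Gfap changed by -2.40.

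The list of dissociation stress genes had a median log2 fold change of 0.64 in malignant cells (camera adjusted p = 1.36e-21, fry adjusted p = 0.0499), 0.90 in MES-like, 0.74 in endothelial, 0.47 in fibroblast and 0.15 in microglia cells, and -0.25 in macrophages. Without 1 sample the malignant median was 0.528 at the lowest, so a single sample is argued against. Handling before fixation, which may have differed between the pools, and the treatment cannot be told apart, with 7 classes in which both Xevinapant samples lay above all vehicle samples, besides malignant cells as a whole.

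Each of the large low-UMI unnamed clusters had a copy-number profile that correlated with the malignant profile of the other samples at a median of 0.944. A small one of 94 cells, led by skeletal muscle genes, gave 0.762. Endothelial cells reached 0.731 and fibroblasts 0.564, while microglia gave -0.202. Malignant cells of low RNA content are a candidate explanation, but RNA of tumor cells in these droplets, at 75.4% of the malignant level in unnamed vehicle and 73.8% in unnamed Xevinapant cells, keeps it open. The larger unnamed cluster was led by genes of dividing cells such as Top2a and the smaller by hypoxia genes such as Vegfa, Bnip3 and Slc2a1. Cells of both were in none of the tests of the hypoxia list. With unnamed cells counted, the immune share of all cells still differed by 6.04 points (exact permutation test, p = 0.1), and by 2.82 without the Xevinapant sample of matrices 1 and 2, which argues against these clusters as the cause of the higher immune share.

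The E2F list fell in NPC-like cells by a median of -0.699 (camera adjusted p = 2.8e-31, fry adjusted p = 0.0837), in OPC-like cells by -0.241, in endothelial cells by -0.282 and in fibroblasts by -0.458. In endothelial cells the samples overlapped. The Xevinapant sample of matrices 1 and 2 scored -0.054 relative to the vehicle mean, above vehicle samples 2 and 4 at -0.082 and -0.084. The list rose in macrophages by 0.566 (camera adjusted p = 8.89e-12, fry adjusted p = 0.446), where the samples overlapped as well. The Xevinapant samples scored 0.871 and 0.088 relative to the vehicle mean and the highest vehicle sample 0.2.

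Cartilage matrix genes had a median log2 fold change of 0.93 in malignant cells. Without the Xevinapant sample of matrices 1 and 2 it was 0.239, so 1 sample may decide the difference. Vehicle samples scored 0.500, -0.145 and -0.355 and Xevinapant samples 1.441 and 0.376 relative to the vehicle mean.

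Chance cannot be excluded for the gene counts, since 3 samples against 2 give 10 splits and 2 against 2 give 3. As many genes as with the real split were called in 1 of 10 splits in NPC-like cells, endothelial cells, fibroblasts, microglia and macrophages, in 5 of 10 in lymphocytes and in 1 of 3 in DCs and neutrophils. Each time the real split is itself one of these. With edgeR the other splits gave up to 19 genes in lymphocytes, against 1 with the real split, up to 5 in macrophages (against 9), and up to 1 in endothelial cells (against 18), microglia (against 7) and DCs (against 5). In NPC-like cells, fibroblasts and neutrophils no other split gave any, against 312, 8 and 3. With each matrix as 1 mouse, 1 of the 3 splits that keep alike libraries together gave as many genes in malignant cells as the real one, 679, and the others at most 194.

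None of the targets of Xevinapant that the paper names passed the threshold at the RNA level in malignant cells by edgeR. The paper measured these targets as protein, by western blot in cultured cells, and describes degradation of BIRC2 and BIRC3. RNA levels do not test that. Birc2 (ENSMUSG00000057367, GRCm38 chromosome 9 from 7818227 to 7837064) changed by 0.09 (standard error 0.12, edgeR adjusted p = 0.784), Birc3 (ENSMUSG00000032000, chromosome 9 from 7848699 to 7873186) by 0.17 (standard error 0.28, edgeR adjusted p = 0.832) and Xiap (ENSMUSG00000025860, chromosome X from 42059679 to 42109656) by -0.62 (standard error 0.25, edgeR adjusted p = 0.433). Other lists in malignant cells had medians of 0.51 for immunosuppression, 0.20 for NF-kB response, 0.22 for interferon response, 0.53 for cytokine, -0.25 for oxidative phosphorylation and -0.23 for tumor transcripts, the last with a mean of 0.12. Camera called immunosuppression (adjusted p = 2.16e-07), NF-kB response (0.00513), interferon response (0.026), cytokine (1.21e-06) and oxidative phosphorylation (1.06e-15). It did not call tumor transcripts (camera adjusted p = 0.161). Under fry none of these lists passed, with adjusted p from 0.153 to 0.747. Clusters led by skeletal muscle and fat genes, of 94 and 87 cells, came mostly from vehicle sample 4, with 54 and 81 cells. Malignant clusters of 105 and 85 cells came almost wholly from the Xevinapant sample of matrices 1 and 2. A far larger one, of 1615 cells, held 675 and 656 cells from Xevinapant matrices 3 and 4. It held 15 and 19 from Xevinapant matrices 1 and 2 and 250 from the vehicle group. It was named OPC-like, with markers at a mean log2 ratio of -1.03.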
